# Ageing restructures the transcriptome of the hypothalamic supraoptic nucleus and alters the response to dehydration

**DOI:** 10.1038/s41514-023-00108-2

**Published:** 2023-06-01

**Authors:** Ghadir Elsamad, André Souza Mecawi, Audrys G. Pauža, Benjamin Gillard, Alex Paterson, Victor J. Duque, Olivera Šarenac, Nina Japundžić Žigon, Mingkwan Greenwood, Michael P. Greenwood, David Murphy

**Keywords:** Ageing, Stress and resilience

## Abstract

Ageing is associated with altered neuroendocrine function. In the context of the hypothalamic supraoptic nucleus, which makes the antidiuretic hormone vasopressin, ageing alters acute responses to hyperosmotic cues, rendering the elderly more susceptible to dehydration. Chronically, vasopressin has been associated with numerous diseases of old age, including type 2 diabetes and metabolic syndrome. Bulk RNAseq transcriptome analysis has been used to catalogue the polyadenylated supraoptic nucleus transcriptomes of adult (3 months) and aged (18 months) rats in basal euhydrated and stimulated dehydrated conditions. Gene ontology and Weighted Correlation Network Analysis revealed that ageing is associated with alterations in the expression of extracellular matrix genes. Interestingly, whilst the transcriptomic response to dehydration is overall blunted in aged animals compared to adults, there is a specific enrichment of differentially expressed genes related to neurodegenerative processes in the aged cohort, suggesting that dehydration itself may provoke degenerative consequences in aged rats.

## Introduction

Ageing is accompanied by an increased prevalence of disorders of body salt and water composition. As revealed by the UK Dehydration Recognition In Our Elders (DRIE), 20% of residents in care are dehydrated^1^. Many elderly patients admitted to the hospital present osmotic balance disorders, and dehydration (DH) is often a cause of morbidity and mortality in senior citizens^2–4^. Hypo/hypernatremia are much more prevalent in the elderly and are associated with falls, fractures and osteoporosis^2,4^. Thus, to improve healthy living among the elderly, we need to understand why salt and water imbalances occur in this age group. Both peripheral and central mechanisms controlling salt and water homoeostasis change with age. Ageing is accompanied by a gradual decline in renal function, with urine-concentrating capacities reduced in the elderly compared to younger subjects^5^. This diminished ability to conserve bodily water, accompanied by reduced thirst and insufficient water intake after fluid deprivation, makes the elderly more prone to DH^6,7^.

The neuroendocrine reflexes regulating hydromineral balance are centred on the large peptidergic magnocellular neurones (MCNs) mainly located in the supraoptic nucleus (SON), the core hypothalamic osmoregulatory centre^8,9^. Distinct groups of SON MCNs produce two major neuropeptide hormones, arginine vasopressin (AVP; encoded by the *Avp* gene) and oxytocin (OXT; encoded by the *Oxt* gene)^10^, which are stored in its synaptic terminals located at the neurohypophysis. The rise in plasma osmolality consequential to DH is detected by independent MCN mechanisms^11,12^ and by osmoreceptive neurones in the circumventricular organs, such as the subfornical organ, which project to MCNs and whose excitatory inputs trigger the firing activity of MCNs to elicit hormone secretion^13^. Upon release, AVP and OXT travel through the circulation to control water and sodium reabsorption in the kidney^14–16^, contributing to body water retention and sodium excretion (8.9). Chronic osmotic stimulation depletes pituitary stores of AVP; thus, there is a need to synthesise more AVP. This is initiated by augmented *Avp* gene transcription^17^, which leads to a concomitant increase in the levels of the *Avp* precursor heteronuclear RNA^18^ and the processed cytosolic mature mRNA^19^.

We have shown that aged rats drink less than their younger counterparts and exhibit higher plasma osmolality under both euhydrated (EH) and DH conditions^20^. Following DH, aged animals consume less water and less salt^21^. Pituitary vasopressin content is high in older animals under DH conditions, implying reduced secretion^20^. AVP gene transcription (indirectly measured by quantifying AVP hnRNA by quantitative reverse transcriptase PCR, qRT-PCR) is increased in old age in the basal state^20^. These physiological and molecular data suggest that excitation-synthesis-secretion coupling in the SON^22^ is altered in old age.

Latterly it has become evident that hydration status is connected to metabolic health. People who drink less water have an increased risk of developing type 2 diabetes, and this seems to be associated with elevated AVP levels^23^. Sundry studies have found that increased AVP release (commonly assessed by quantification of the surrogate precursor product copeptin) is associated with insulin resistance, type 2 diabetes and major cardiovascular events that characterise the metabolic syndrome^24–27^. Further, new evidence supports a causative role for long-term increases in circulating AVP in the development of many morbidities of old age^28–34^.

In contrast to the physiological alterations evident during ageing, the anatomical structure of the SON is remarkably stable with age and resistant to deterioration consequential to Alzheimer’s disease (AD). Studies on the aged human brain have revealed maintenance of the structure of the SON cytoskeleton and MCN activity and connectivity^35–40^. The characteristic morphological features of AD, amyloid ß (Aß)-positive plaques and tau-positive neurofibrillary tangles (NFTs), are rarely seen in the SON^41–45^.

A striking functional remodelling of the HNS results from chronic osmotic stimulation^46,47^. Changes in the morphology, electrical properties and biosynthetic and secretory activity of the SON have been documented^48^, all of which are thought to promote hormone production and secretion. We sought to describe the transcriptomic basis of this function-related plasticity. Thus, we have used Affymetrix GeneChip^49–51^, and latterly RNASeq^52,53^, to comprehensively catalogue the transcriptomes of the young adult male and female rat SON and to document how these are changed by the chronic osmotic challenges of DH or salt loading. We have carried out a detailed functional investigation of many of these differentially expressed genes; for example, *Creb3l1*^54^. These studies have established the SON as a tractable model that facilitates the transition from extensive transcriptome datasets to new physiological knowledge^55^.

In this report, we describe the use of Illumina RNAseq to comprehensively catalogue the polyadenylated transcriptomes of the Wistar Han rat SON from 18-month-old euhydrated and dehydrated rats. Comparison of the new catalogues with our previously published datasets from 3-month-old EH and DH rats^53^ has enabled us to identify the changes in gene expression that result from ageing, as well as common and age-specific responses to DH. These datasets are a valuable resource for continued studies on the ageing SON, which may we have implications for the health and well-being of the elderly.

## Results

We have asked about the process of ageing in the Wistar Han supraoptic nucleus (SON). We compared adult (3-month-old) and aged (18-month-old) animals. Physiological assessment of the ageing process in these rats was performed and revealed that aged rats had a significantly higher weight than adult rats, which, in both adult and aged animals, was significantly decreased by DH (Supplementary Fig. 1a). Whilst rats in both age groups showed a significant increase in plasma osmolality and plasma AVP following DH (Supplementary Fig. 1a), both basal and dehydrated plasma osmolality were elevated in aged animals compared to adults (Supplementary Fig. 1a).

We have previously sequenced the SON polyadenylated transcriptome from EH (*n* = 5) and DH (*n* = 5) adult rats. Applying a *P*_adj_ value cut-off of 0.05 (with Benjamini–Hochberg correction) with no log2 fold change (LFC) filter, a total of 2246 differentially expressed (DEGs) were identified^53^. 

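For the adult experiment, poly(A) RNA from SON punches of 5 EH and 5 DH male Wistar Han rats aged 3 months was sequenced as stranded mRNA libraries. The paper's methods give DH as 72 h without water, whereas the sample labels give 2 days. The authors aligned 75 bp paired-end reads to the rat Rn6 assembly with STAR, counted them per gene with featureCounts and divided the counts by DESeq2 size factors. The values analysed here are these normalized counts, which cover 32402 Ensembl genes, 20849 of them with a symbol, and 249 symbols stand for more than 1 gene. The reference used here is another assembly (GRCr8), so gene positions are not given. In the table of the adult comparison each library's values above 0 were whole multiples of a single step, within 0.1 read, so whole reads could be recovered. They summed to between 25605517 and 28491926 per adult EH rat (median 27742844) and between 24268398 and 27641153 per adult DH rat (median 25901087). These are the reads counted on genes, of the larger number that the paper gives as sequenced. The 10 genes with the most counts held 13.1% ± 0.878 (SD, n = 5) of the counts in adult EH and 13.6% ± 0.429 (SD, n = 5) in adult DH. The gene for vasopressin, Avp, alone held 0.620% ± 0.120 and 0.839% ± 0.0921 (SD, n = 5). Pearson's r between the log2 values of adult DH rats, taken across genes, was 0.990 to 0.992. Differential expression was tested with limma, with empirical Bayes moderation that follows the mean, on log2 of the normalized count plus 1. The test was two-sided, covered genes with a mean of at least 10 and used a Benjamini-Hochberg adjusted threshold of 0.05 without an LFC filter.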

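Of 15280 genes tested by limma, 1934 were DEGs between adult DH and adult EH, 1172 with higher and 762 with lower expression in DH. At an unadjusted p under 0.05 there were 4109 genes, 26.9% of those tested. The median absolute LFC of the DEGs was 0.24, against a median residual SD between rats of 0.106 on the log2 scale. The 5 DH and 5 EH rats did not overlap in 1663 of the genes tested and in 1369 of the DEGs, where chance gives 0.794% of genes. A minimum absolute LFC of 0.5 moved the count most, to 304. On the recovered reads, edgeR called 1936 genes and DESeq2 called 2256. With each rat left out in turn, limma called between 1463 and 1743. The authors' deposited table holds 2247 DEGs, which include 1897 of those called here, all with the same direction. Among DEGs with a mean of at least 50 and no overlap between the groups, the highest LFCs were those of Fosl1 (3.40), Oacyl (3.35), Tnfaip6 (2.99), Wdr64 (2.92) and Plaur (2.66). The lowest were those of C1ql4 (-1.80), Mogat2 (-1.07), Igfbp5 (-0.84), the gene ENSRNOG00000052121 without a symbol (-0.84, not called with RIN as a covariate) and Foxb1 (-0.77). Fosl1 rose from 20.2 ± 8.67 to 211 ± 22.1 normalized counts (SD, n = 5; limma, Benjamini-Hochberg adjusted p = 4.87e-07). Mogat2 fell from 153 ± 14.7 to 73.0 ± 14.3 (SD, n = 5; limma adjusted p = 1.48e-04).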

Here we report the sequencing of the SON polyadenylated transcriptome from EH (*n* = 5) and DH (*n* = 5) aged rats. 

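The aged rats were 18 months old, with 5 EH and 5 DH animals, and their libraries were made and counted in the same way. The authors' normalized counts come in 3 tables, 1 per comparison, each scaled over its own 10 libraries. The aged EH rats appear in the table of ageing, beside the adult EH rats, and again in the table of DH in aged rats. A level set beside another from a different table carries that limit. In both of these tables the step for several libraries lies within about 1 percent of 1, where it cannot be told from rounding, so whole reads were not recovered and count models were not run. In the table of ageing the normalized counts summed to a median of 28035572 per aged EH rat (27956641 to 28301320) and 27529419 per adult EH rat (27033161 to 27849485). In the table of aged DH they summed to a median of 28009771 in aged EH (27801540 to 28293612) and 28203535 in aged DH (28050750 to 28689164). The 10 genes with the most counts held 14.4% ± 0.288 (SD, n = 5) in aged EH and 14.4% ± 0.714 (SD, n = 5) in aged DH, and Avp held 0.741% ± 0.176 and 0.843% ± 0.180 (SD, n = 5). RNA integrity numbers in the paper's supplement ran from 8.4 to 8.8 in aged EH and from 8.4 to 8.7 in aged DH, were 8.6 in every adult EH rat and ran from 8.4 to 8.6 in adult DH.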

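Group separation was measured within each of the 3 tables, as the share of the squared distance between rats that lay between the groups, over the 500 genes whose log2 values varied most. The share was 29.0% for aged EH against adult EH, 22.6% for aged DH against aged EH and 26.3% for adult DH against adult EH, the last added after the data were seen. Each had an exact permutation p = 0.00794, one-sided because a share has no direction, which is the smallest that 5 rats against 5 allow. A pseudocount of 10 moved the shares most, to 34.7%, 30.3% and 35.2%. With each rat left out, they ran from 27.9% to 34.3%, from 21.9% to 26.6% and from 26.3% to 28.6%. The 4 groups were not placed in a single analysis of distances, because the tables were normalized separately.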

RNASeq samples from the four groups (adult EH, adult DH, aged EH, aged DH) clustered separately, illustrating transcriptome differences between the experimental conditions (Supplementary Fig. 1b). Using the same statistical and filtering parameters as for the adult samples, we have identified genes that change in expression as a consequence of ageing (1283 genes) and genes that alter their expression following DH in aged rats (1536 genes). Our new ageing-related transcriptomic datasets are presented in Supplementary Data 1 and are publically accessible (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214353). Several identified DEGs were validated using quantitative reverse transcription PCR (qRT-PCR) in SON samples from an independent cohort of adult (EH and DH) (Supplementary Fig. 1c) and aged (EH and DH) animals (Supplementary Fig. 1d), indicating a low false discovery rate in our findings. Note that LogFC of the RNAseq and qRT-PCR expression are closely correlated (Supplementary Fig. 1e, f).

### Weighted Correlation Network Analysis of SON transcriptomes and physiological parameters

We used Weighted Correlation Network Analysis (WGCNA)^56^ to tease physiological meaning from our transcriptome datasets. WGCNA uses correlations of gene expression patterns to define modules of closely related genes, with modules assigned arbitrary colour names. Genes within modules are assumed to have some functional overlap. Here, we used WGCNA to define groups of genes that may share functional pathways in response to dehydration that are also influenced by ageing and identify influential “hub” genes within these modules that may be promising candidates for further investigation. Modules of genes identified by expression can then be correlated with physiological trait data. We used weight as a proxy for the age of the animals and plasma osmolality and plasma AVP as markers for the dehydration response. WGCNA is an especially useful method when there are more than two groups to compare. Therefore, all four groups (EH adult, EH aged, DH adult and DH aged) were used in this WGCNA analysis. Eigengenes (an abstract representation of the genes in a module) for each module identified by WGCNA were correlated (bicor) to trait data and the categorical groups of adult/aged and EH/DH (Supplementary Fig. 1g).

### Ageing induced transcriptome dynamics in the rat SON

In order to identify DEGs associated with ageing in the rat SON, we compared the adult EH and the aged EH datasets. These datasets clustered separately in a PCA plot (Fig. 1a). 

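Between aged EH and adult EH, limma called 921 of 15369 genes at a Benjamini-Hochberg adjusted threshold of 0.05. Of these, 414 (45.0%) had higher and 507 lower expression in aged EH. An unadjusted p under 0.05 was reached by 3116 genes (20.3%). DEGs had a median absolute LFC of 0.35, and the median residual SD was 0.110. In 670 of them the aged and adult rats did not overlap, as in 981 of all genes tested, against 0.794% of genes by chance. Requiring an absolute LFC of 0.5 changed the count most, to 303. Without any single adult EH rat the count fell, to between 594 (without replicate 5) and 704 (without replicate 4). It was 623, 599 and 617 without aged EH replicate 2, 4 or 5, and 861 and 906 without aged EH replicate 1 or 6. Of the 921 genes, 908 are also DEGs in the authors' deposited table, which holds 1283, and all 908 have the same direction.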

Of the 1283 DEGs associated with ageing in the SON, 586 were upregulated, and 697 were downregulated. To help visualise the data intuitively, a volcano plot was used (Fig. 1b). Note that all gene symbols referred to in this manuscript are defined in Supplementary Table 1.

**Fig. 1:**
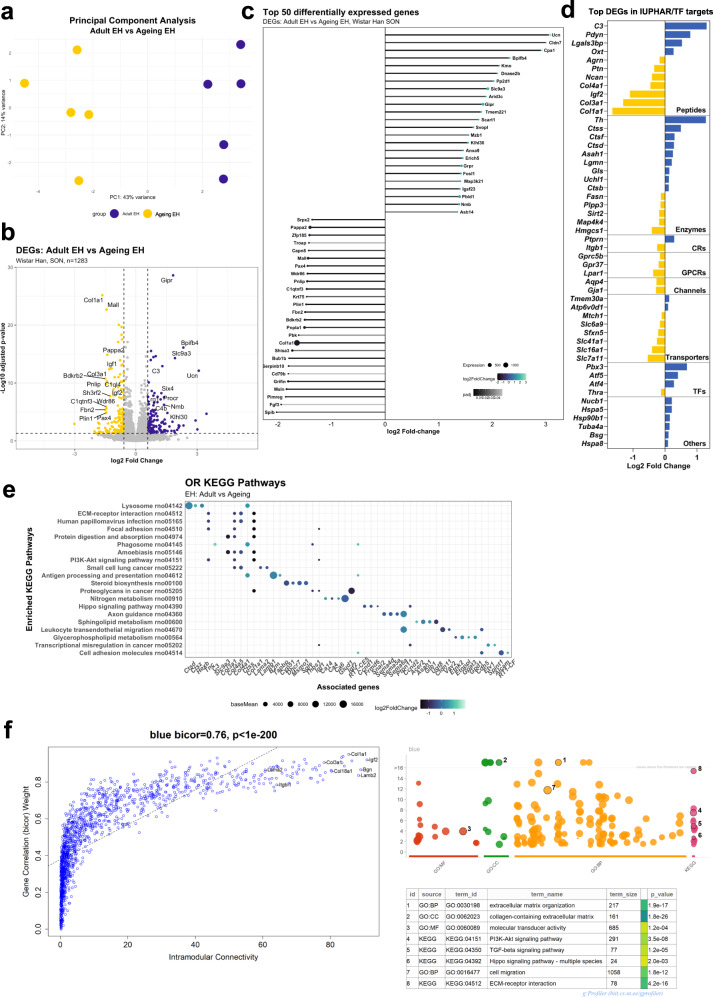
Transcriptome dynamics of the ageing rat SON. PCA plot illustrating distinct differences between the adult and ageing SON (**a**). Volcano plot showing the distribution of DEGs (**b**). Top 50 ageing DEGs (**c**). Classification of top 50 DEGs; CRs catalytic receptors, GPCRs G protein-coupled receptors, TFs transcription factors (**d**). Dot plot showing pathway analysis against the KEGG database and their associated DEGs. The top five most significant DEGs by *P*_adj_ associated with each over-represented KEGG term are shown as dots on the *x*-axis; colour denotes the direction of changed expression (LFC), and size denotes expression level. Enriched KEGG terms are plotted on the *y*-axis. Expression is colour-coded (**e**). WGCNA analysis showing the “blue” module and its associated enriched GO pathways (MF, BP, CC and KEGG) (**f**).

We categorised the global gene expression profile of the ageing SON, firstly by plotting the top 50 DEGs (*P*_adj_ < 0.05) ordered by LFC in a lollipop graph that also plots significance (by *P*_adj_ value) and expression level represented by the size of the dot (Fig. 1c). 

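Under the rule of no overlap between groups and a mean of at least 50, the DEGs with the highest LFC in aged EH were Ucn (2.91), Slc9a3 (1.84), Gipr (1.83), Pbld1 (1.51) and ENSRNOG00000033087, which has no symbol (1.44). The lowest LFCs belonged to Col1a1 (-1.66), Pnpla1 (-1.58), C1qtnf3 (-1.51), Bdkrb2 (-1.47) and Pnlip (-1.46). Ucn (ENSRNOG00000006090), which encodes the peptide urocortin, had 244 ± 131 normalized counts in aged EH and 28.9 ± 6.76 in adult EH (SD, n = 5; limma adjusted p = 1.09e-04). Gipr (ENSRNOG00000015860) had 305 ± 47.0 and 86.1 ± 21.3 (SD, n = 5; limma adjusted p = 5.78e-05), and adult EH replicate 5, at 122, lay apart from the other adult rats. Slc9a3 (ENSRNOG00000015159) had 268 ± 116 and 70.8 ± 11.2 (SD, n = 5; limma adjusted p = 2.65e-04). Its aged EH replicate 1 stood at 474, and without that rat its LFC was 1.61. Pbld1 (ENSRNOG00000000386) had 232 ± 68.0 and 88.3 ± 45.2 (SD, n = 5; limma adjusted p = 0.0197). Its adjusted p passed 0.05 without aged EH replicate 4 or 5 or adult EH replicate 5, reaching 0.0521 at most. The other named genes kept their call without any single rat.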

DEGs were then catalogued according to their identity as transcription factors^57^ or their physiological or pharmacological classifications using the International Union of Basic and Clinical Pharmacology and British Pharmacological Society (IUPHAR- BPS; ^58^) (Fig. 1d). The full classification list can be found in Supplementary Data 2.

To assist with the biological understanding of the ageing data, Gene Ontology (GO; ^59^), Reactome^60^ and KEGG^61^ analyses were performed on the ageing DEG set. The DEGs list was used without any filtering being applied to the LFC nor the basemean counts. Eighteen Molecular Function (MF) GO enriched terms were identified to be significantly over-represented in adult versus aged rat SON. Cell adhesion (GO:0050839; *P*_adj_ = 1.17E-7), extracellular matrix (ECM) structure (GO:0005201; *P*_adj_ = 1.17E-7), and integrin binding (GO:0005178; *P*_adj_ = 1.22E-6) were the main enriched molecular function terms (Supplementary Fig. 1h, Supplementary Data 3).

Over-representation analysis (ORA) using the Reactome databases (Supplementary Fig. 1i, Supplementary Data 5) identified extracellular matrix organisation (R-RNO-1474244; *P*_adj_ = 6.61E-9) as the most over-represented Reactome pathway, which was also present in the MF GO analysis. Multiple pathways connected to the ECM were highly represented in this analysis, such as collagen formation (R-RNO-1474290; *P*_adj_ = 3.6E-4), ECM proteoglycans (R-RNO-3000178; *P*_adj_ = 2.8E-4), laminin interaction (R-RNO-3000157; *P*_adj_ = 6.6E-4), and collagen degradation (R-RNO-1442490; *P*_adj_ = 2.9E-3).

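Gene lists written before the data were examined were tested as sets, in 38 tests over families and comparisons. The families were chosen to stand beside terms that the paper reports as enriched in these same rats. Their tests are therefore not independent of that enrichment, and the adjustment does not cover the choice. Of 51 collagen and laminin genes, 40 had lower and 11 higher expression in aged EH, with a median LFC of -0.26. Limma called 20 of them over all genes tested, all lower, and 27 when adjusted over the list alone. The set test camera, with a preset correlation of 0.01 between genes, gave a p of 1.97e-15 (Benjamini-Hochberg adjusted p = 1.25e-14, limma). Other splits of the same rats, which mix the groups, also gave low camera p at this preset, with a median of 0.00582 for this list. Camera p at the preset can therefore overstate the evidence, here and for the lists below. With the correlation estimated from the data camera gave 0.00431 (adjusted 0.0410), and fry, which permits any correlation, gave 1.0e-04 (adjusted 7.60e-04). The mean log2 value of the list was lower in every aged rat than in every adult rat, the most extreme outcome of an exact permutation test, two-sided (Benjamini-Hochberg adjusted over 9 families, 0.0179). Among the 40 collagen genes 13 were called, all lower (20 over the list alone), with a median of -0.19, and among the 11 laminin genes 7 were called, all lower (7 over the list alone), with a median of -0.28. Across the families, every camera call at an adjusted threshold of 0.05 with the preset correlation held under fry except those of collagen and laminin genes in adult DH, aged DH and the interaction, of ageing in the ER and oxidative phosphorylation lists, and of the interaction in the ribosomal, proteasome and ECM receptor lists. From the terms enriched among its ageing DEGs, the paper states that pathways connected to the ECM were highly represented.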

Ageing of the SON was defined by 20 over-represented KEGG pathways. 

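The KEGG pathways themselves were not used here, and lists of 79 genes for lysosomal proteins and 68 for ECM proteins and their receptors stand in for them. In the lysosome list 61 genes had higher and 18 lower expression in aged EH, with a median LFC of 0.09. Limma called 17, all higher, and 32 when adjusted over the list alone. Camera gave a p of 6.15e-09, its form with an estimated correlation 0.0282 (adjusted 0.107) and fry 0.00120. In the ECM receptor list 53 genes were lower and 15 higher, with a median of -0.17. There limma called 19, all lower, and 24 adjusted over the list alone. Camera gave 5.31e-12, the estimated correlation 0.00192 and fry 3.71e-05. In both lists the 5 aged and 5 adult rats did not overlap in their mean log2 value. Adult EH replicate 4 lay above the other adult rats in the lysosome list.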

The analysis confirmed the enrichment of the ECM pathways, including lysosomes (rno04142; *P*_adj_ = 1.96E-8) and ECM-receptor interaction (rno04512; *P*_adj_ = 3.14E-8) (Fig. 1e, Supplementary Data 5).

Considering the WGCNA analysis, the “blue module” showed a strong negative correlation with weight (bicor −0.9, *P* ≤ 0.001) but little correlation with plasma AVP or plasma osmolality (Supplementary Fig. 1e), suggesting it represents genes influenced specifically by ageing. GO analysis using genes assigned to the ‘blue module’ corroborated ORA results described above, with some structural terms such as extracellular matrix organisation (GO:0030198, *P*_adj_ = 1.9E-17) and collagen-containing extracellular matrix (GO:0062023, *P*_adj_ = 1.8E-25). The “blue module” showed a very strong correlation between within-module connectivity and correlation to the weight trait (bicor 0.76, *P* < 1e-200). The gene with the highest within-module connectivity was *Igf2*, which is involved in cell proliferation and growth. 

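Igf2 (ENSRNOG00000020369) had 6886 ± 1483 normalized counts in aged EH and 14701 ± 1699 in adult EH (SD, n = 5), an LFC of -1.12 (SE 0.137; limma adjusted p = 4.69e-04). Bgn (ENSRNOG00000055962) had 2532 ± 373 and 3843 ± 294 (SD, n = 5), an LFC of -0.61 (SE 0.0868; limma adjusted p = 0.00130). For Col4a5 (ENSRNOG00000018951), 716 ± 101 and 1164 ± 53.8 (SD, n = 5) gave an LFC of -0.71 (SE 0.0849; limma adjusted p = 3.94e-04). Col1a1 (ENSRNOG00000003897) had 680 ± 129 and 2128 ± 208 (SD, n = 5; limma adjusted p = 2.76e-05), and its aged EH replicate 4, at 456, lay apart from the other aged rats. In all 4 genes no aged EH rat reached an adult EH rat, and each kept its call without any single rat. Connectivity within the module was not analysed here.

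**Figure D1:**
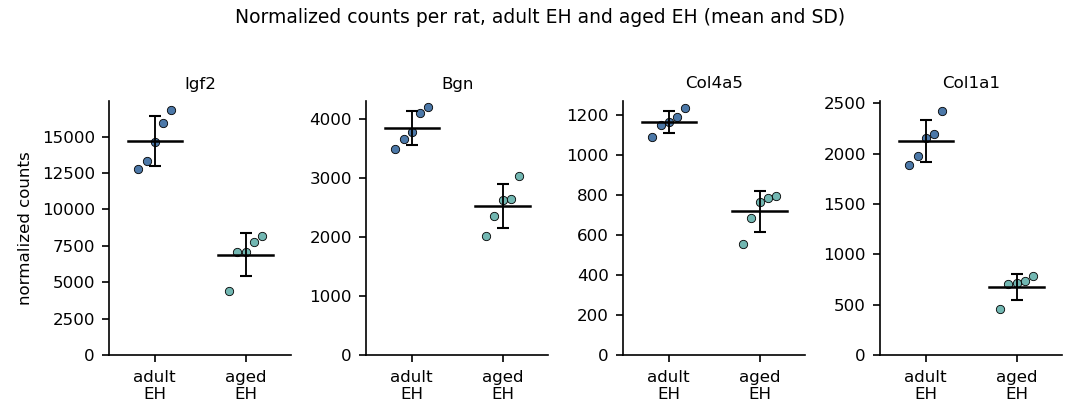
Normalized counts of Igf2, Bgn, Col4a5 and Col1a1 per rat in adult EH and aged EH (n = 5 each), with the group mean and SD. In each panel the aged rats lie below the adult rats, as for Igf2 with 4370 to 8158 in aged EH against 12788 to 16818 in adult EH.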

Other high connectivity genes in the “blue module” include the gene encoding the extracellular proteoglycan *Bgn* and the collagen encoding genes *Col4a5* and *Col1a1* (Fig. 1f).

### DH induced transcriptome dynamics in the aged rat SON

In order to identify DEGs associated with DH in the aged rat SON, we compared the aged EH and the aged DH datasets. These datasets clustered separately in a PCA plot (Fig. 2a). 

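Between aged DH and aged EH, 1119 of 15346 genes passed the adjusted threshold in limma, 621 (55.5%) with higher and 498 with lower expression in DH. There were 3282 genes (21.4%) at an unadjusted p under 0.05. The median absolute LFC of the DEGs was 0.27, and the median residual SD was 0.112. DH and EH rats did not overlap in 799 of the DEGs and in 1082 of all genes tested, against 0.794% of genes by chance. An absolute LFC of at least 0.5 left 218. Without aged EH replicate 5 there were 679 DEGs and without aged DH replicate 5 there were 678, and the highest number without a single rat was 1186. The authors' deposited table has 1536 DEGs, and 1107 of those called here are among them, each in the same direction.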

Of the 1536 DEGs associated with DH in the aged SON, 842 were upregulated, and 694 were downregulated. To help visualise the data intuitively, a volcano plot was used (Fig. 2b). 

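In aged DH, the DEGs with the highest LFC, a mean of at least 50 and no overlap with aged EH were Oacyl (3.44), Tnn (2.07), Wdr64 (2.00), Plaur (1.99) and Tnfaip6 (1.99). The lowest were Neurod6 (-2.49), Cxcl13 (-2.35), Slc17a7 (-1.92), ENSRNOG00000059081, which has no symbol (-1.69), and Tac3 (-1.49). Oacyl (ENSRNOG00000024640) had 2079 ± 1561 normalized counts in aged DH and 160 ± 65.4 in aged EH (SD, n = 5; limma adjusted p = 3.74e-04), and in Oacyl and Plaur a single rat lay apart from its group. Slc17a7 (ENSRNOG00000020650), which encodes a vesicular glutamate transporter, had 549 ± 310 in aged DH and 1986 ± 797 in aged EH (SD, n = 5; limma adjusted p = 0.00224). Neurod6 (ENSRNOG00000026055), which encodes a neuronal transcription factor, had 14.6 ± 7.02 and 88.0 ± 42.5 (SD, n = 5; limma adjusted p = 0.00131). In adult DH their LFCs were 0.23 and 0.11 (limma adjusted p = 0.826 and 0.919). These adult values fell below 0 with RIN in the fit and without adult EH replicate 2, where both were -0.21, and for Neurod6 also without adult DH replicate 3, 4 or 5 (-0.08 at the lowest). The difference between the ages was -2.15 for Slc17a7 and -2.60 for Neurod6, and neither passed the threshold (limma adjusted p = 0.290 and 0.215 over all genes).

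**Figure D2:**
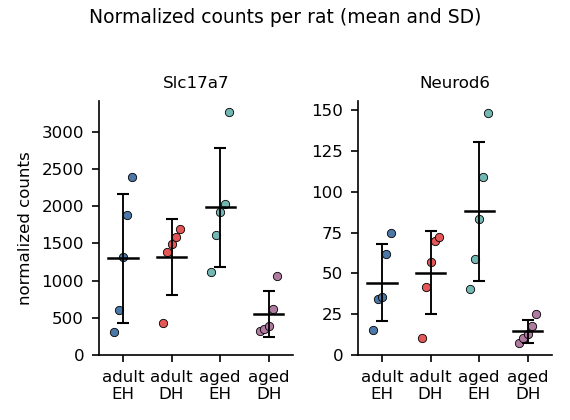
Normalized counts of Slc17a7 and Neurod6 per rat in adult EH, adult DH, aged EH and aged DH (n = 5 each), with the group mean and SD; adult and aged values come from tables normalized separately. Aged DH rats lie at 324 to 1064 for Slc17a7, below the aged EH rats at 1109 to 3261, whereas adult EH and adult DH overlap.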

The top 50 DEGs are presented organised according to LFC in a lollipop graph (Fig. 2c). DEGs were then catalogued according to their identity as transcription factors or their physiological or pharmacological classifications (Supplementary Data 6) (Fig. 2d). 

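The disease pathways of KEGG were not used here, and lists of genes for oxidative phosphorylation, the proteasome and tubulins, which such pathways hold, were tested in aged DH. Of 87 oxidative phosphorylation genes, 80 had higher and 7 lower expression in aged DH, with a median LFC of 0.10. Limma called 15, all higher, and 34 when adjusted over the list alone (camera p of 1.38e-15, estimated correlation 0.0376 with 0.122 after adjustment, fry 0.00127). In other splits of the aged rats, which mix the groups, camera at the preset correlation gave a median p of 0.00150 and a lowest of 2.02e-25. Of 41 proteasome genes, 35 were higher and 6 lower, with a median of 0.12, and 14 were called, all higher (27 adjusted over the list alone; camera 2.21e-13, estimated correlation 0.0201 with 0.0850 after adjustment, fry 2.03e-04). Of 12 tubulin genes, 11 were higher, with a median of 0.13, and 5 were called, all higher (7 adjusted over the list alone; camera 8.70e-07, estimated correlation 0.0175 with 0.0850 after adjustment, fry 1.90e-04). In each list the 5 aged DH rats had higher mean log2 values than the 5 aged EH rats.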

ORA KEGG analysis of the DEGs revealed 55 enriched pathways including those involved in neurodegeneration (rno05022; *P*_adj_ = 5.9E-23), Parkinson’s disease (rno05012; *P*_adj_ = 2.6E-22), prion disease (rno05020; *P*_adj_ = 1.3E-19), and Alzheimer’s disease (rno05010; *P*_adj_ = 6E-16) (Fig. 2e, Supplementary Data 7).

**Fig. 2:**
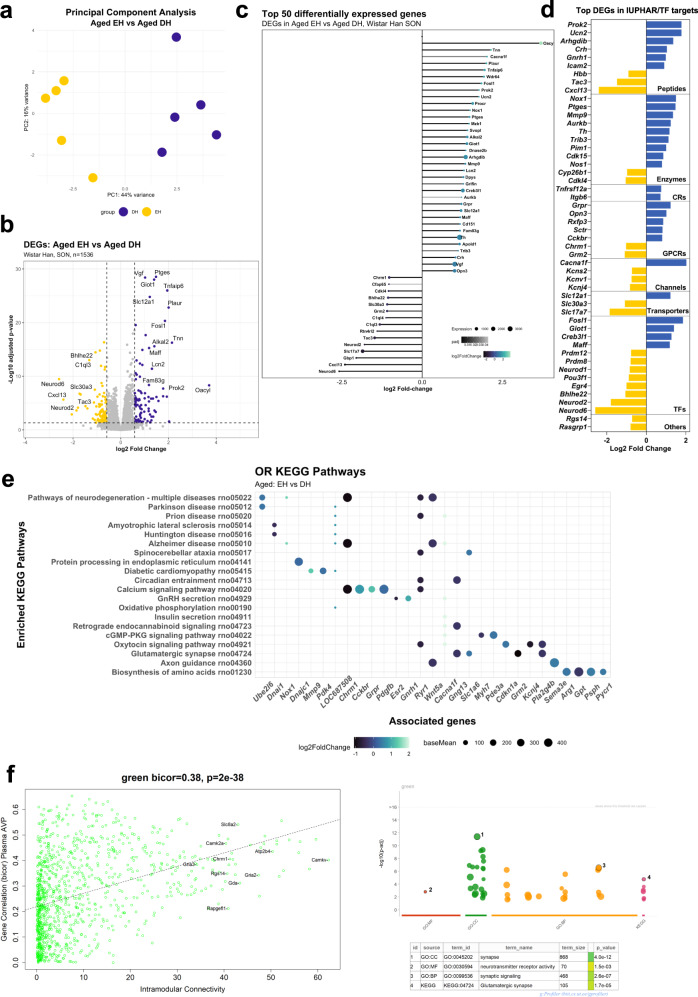
Transcriptome dynamics evoked by DH in the aged rat SON. PCA plot illustrating differences between the aged EH and DH groups (**a**). Volcano plot showing the distribution of DEGs (**b**). Top 50 aged DH DEGs (**c**). Classification of to 50 DEGs by LFC; CRs catalytic receptors, GPCRs G protein-coupled receptors, TFs transcription factors (**d**). ORA KEGG pathway analysis of the DEGs (**e**). WGCNA analysis showing the “green” module and its associated enriched GO pathways (MF, BP, CC and KEGG) (**f**).

Considering our WGCNA analysis, the “green module” is representative of DEGs in DH, specifically with correlation to Plasma AVP (bicor −0.8, <0.001; Supplementary Fig. 1e). This module was enriched for GO terms and KEGG pathway relating to synaptic transmission and activity (Fig. 2f). 

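Camkv (ENSRNOG00000058938) had 2748 ± 381 normalized counts in aged DH and 3766 ± 469 in aged EH (SD, n = 5), an LFC of -0.46 (SE 0.0940; limma adjusted p = 0.00919). Its LFC in adult DH was -0.35 (limma adjusted p = 0.0146), and the difference between the ages was -0.10 (limma adjusted p = 0.857). Chrm1 (ENSRNOG00000018385) had 305 ± 68.2 and 620 ± 145 (SD, n = 5), an LFC of -1.02 (SE 0.168; limma adjusted p = 0.00244). Gria2 (ENSRNOG00000054204) had 7960 ± 823 and 10109 ± 544 (SD, n = 5), an LFC of -0.35 (SE 0.0602; limma adjusted p = 0.00333). In adult DH the LFC of Chrm1 was -0.38 (limma adjusted p = 0.3998) and that of Gria2 was -0.19 (limma adjusted p = 0.0656). The differences between the ages were -0.65 for Chrm1 and -0.16 for Gria2 (limma adjusted p = 0.561 and 0.585). Gria2 passed the threshold in adult DH without adult DH replicate 4 (limma adjusted p = 0.0228) and with DESeq2 on the recovered reads (DESeq2 adjusted p = 0.0309). Adult DH replicate 2 was the lowest of its group for Camkv, Chrm1, Gria2 and Slc17a7. Aged EH replicate 1 was the highest of its group for Camkv, Chrm1 and Slc17a7. Tissue marked by Slc17a7 that varies between punches may thus enter these values, which was not tested for these genes.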

*CamkV*, which encodes a pseudokinase which is expressed at the synapse^62^, alongside other genes expressed in the synapse, reside within the “green module” with high connectivity and links to neuronal development genes such as *Chrm1 and Gria2*.

### Comparison of ageing DEGs with adult DH DEGs

In order to identify genes regulated by dehydration in adult rats that are also sensitive to ageing, we compared the list of genes significantly modulated by ageing in the SON (1283, Fig. 1) to our previously published list of genes regulated by dehydration in the SON of adult rats (2246)^53^. This comparison revealed 384 DEGs commonly regulated by dehydration in adult rats and by ageing in the SON (Fig. 3a). These genes are displayed in a volcano plot using the LFC of the ageing EH dataset (Fig. 3b) and the adult DH dataset (Fig. 3c). 

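By Ensembl identifier, 254 genes were DEGs both between aged EH and adult EH and between adult DH and adult EH. They made up 27.6% of the ageing DEGs and 13.1% of the adult DH DEGs. By symbol there were 247. The number was 157 without adult EH replicate 2 or 5 and 166 without adult EH replicate 1. Both comparisons use the same 5 adult EH rats, so a chance deviation of these rats enters both. In 100 simulations with unchanged groups that shared their controls, no gene was called in both, and at an unadjusted p under 0.05 in both there were a median of 149 genes (181 at most) against 1177 observed. These simulations hold no effect in either comparison, so they show only what shared controls do alone. The overlap that 2 unrelated sets of real changes would have was not simulated. The authors' deposited tables have 394 common DEGs by identifier and 387 by symbol.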

The top 50 DEGs are presented organised according to LFC during ageing in a lollipop graph (Fig. 3d). DEGs were then catalogued according to their identity as transcription factors or their physiological or pharmacological classifications (Supplementary Data 8) (Fig. 3e). 

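Across the 254 common DEGs, the LFCs of ageing and of adult DH had a Spearman's rho of 0.743, and 219 genes had the same and 35 the opposite direction. Genes are not independent replicates, and the shared adult EH rats raise such a correlation without any effect. Over all 15212 genes in both fits rho was 0.280, lower than the 0.434 to 0.474 of 100 simulations with unchanged groups and shared controls. When the adult EH rats were divided so that no rat served both comparisons (20 divisions), rho over all genes fell to between 0.0393 and 0.125. Over the common DEGs, which had been chosen on all rats, it stayed between 0.702 and 0.737. The share of them with the same direction was 86.2% in every division. Genes called on all rats could hardly change direction in a division, so this share tests nothing.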

There is a positive correlation between the common DEGs of the two datasets (Fig. 3f). However, some genes upregulated by dehydration in the adult are downregulated by ageing (for example, *Igfbp2*, *Nid2* and *Pcdh12*). Conversely, some genes downregulated by dehydration in the adult are upregulated during ageing (for example, *Clic6*, *Itgb2* and *Pbx3*). 

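Of the 35 common DEGs with opposite directions, 28 fell in ageing and rose in adult DH. Nid2 (ENSRNOG00000000341) had 278 ± 38.4 normalized counts in aged EH and 507 ± 28.2 in adult EH (SD, n = 5), an LFC of -0.87 (limma adjusted p = 1.49e-04). With DH in adults it rose from 486 ± 26.8 to 598 ± 44.7 (SD, n = 5), an LFC of 0.30 (limma adjusted p = 0.00617). Igfbp2 (ENSRNOG00000016957) had an LFC of -1.07 in ageing (limma adjusted p = 1.84e-04) and of -0.10 in adult DH (limma adjusted p = 0.235). Igf2bp2 (ENSRNOG00000025946), which Fig. 3f names, fell with ageing from 54.4 ± 12.1 to 26.2 ± 6.01 (SD, n = 5), an LFC of -1.03 (limma adjusted p = 0.00923). It rose in adult DH from 52.2 ± 11.6 to 94.3 ± 6.88 (SD, n = 5), an LFC of 0.87 (limma adjusted p = 0.00193). Pcdh12 (ENSRNOG00000019265) had an LFC of -0.70 in ageing (limma adjusted p = 0.0749) and of 0.62 in adult DH (limma adjusted p = 0.00925). Its ageing value passed the threshold without aged EH replicate 1 (limma adjusted p = 0.0268). With RIN as a covariate, Pcdh12 was called in ageing and neither Nid2 nor Pcdh12 in adult DH.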

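There were 7 common DEGs that rose in ageing and fell in adult DH. Clic6 (ENSRNOG00000026870) had an LFC of 0.70 in ageing (limma adjusted p = 0.00860) and of -0.59 in adult DH (limma adjusted p = 0.00703). Itgb2 (ENSRNOG00000001224) had LFCs of 0.36 and -0.47 (limma adjusted p = 0.0322 and 0.0147). Its call in ageing was lost without any 1 of 8 rats, which were aged EH replicates 1, 2, 5 and 6 and adult EH replicates 1, 2, 4 and 5, with an adjusted p of 0.0734 at most. Pbx3 (ENSRNOG00000022162) had LFCs of 0.67 and -0.32 (limma adjusted p = 0.00380 and 0.0147). In adult DH, replicate 3 lay apart from the others for both Itgb2 and Pbx3. With RIN as a covariate none of the 3 genes was called in adult DH.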

ORA by KEGG of the common genes revealed pathways such as lysosomes (rno04142; *P*_adj_ = 1.86E-3), ECM-receptor interaction (rno04512; *P*_adj_ = 3.2E-3), protein processing in the endoplasmic reticulum (rno04141; *P*_adj_ = 1.9E-2), and longevity regulating pathway (rno04211; *P*_adj_ = 2.1E-2) (Fig. 3g, Supplementary Data 9).

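Gene lists stood in for the KEGG pathways. In the ER protein processing list of 79 genes, 64 had higher expression in aged EH than in adult EH and 15 lower, with a median LFC of 0.06 (9 called, all higher; 20 adjusted over the list alone). Camera gave a p of 2.19e-07 and fry 0.0308 (adjusted 0.0556), and with an estimated correlation the p was 0.136 (adjusted 0.215). In adult DH the lysosome list had a median of 0.05 (18 called, 17 of them higher; 25 adjusted over the list alone; camera 7.77e-04, estimated correlation 0.0512 with 0.139 after adjustment, fry 2.20e-04). The ECM receptor list had a median of 0.10 in adult DH (17 called, 16 of them higher; 20 adjusted over the list alone; camera 8.87e-04, estimated correlation 0.120 with 0.198 after adjustment, fry 0.00476), opposite to its direction in ageing. On the mean per rat, the exact permutation p was 0.00794 for the lysosome list (adjusted 0.0143 over 9 families) and 0.0397 for the ECM receptor list (adjusted 0.0510).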

**Fig. 3:**
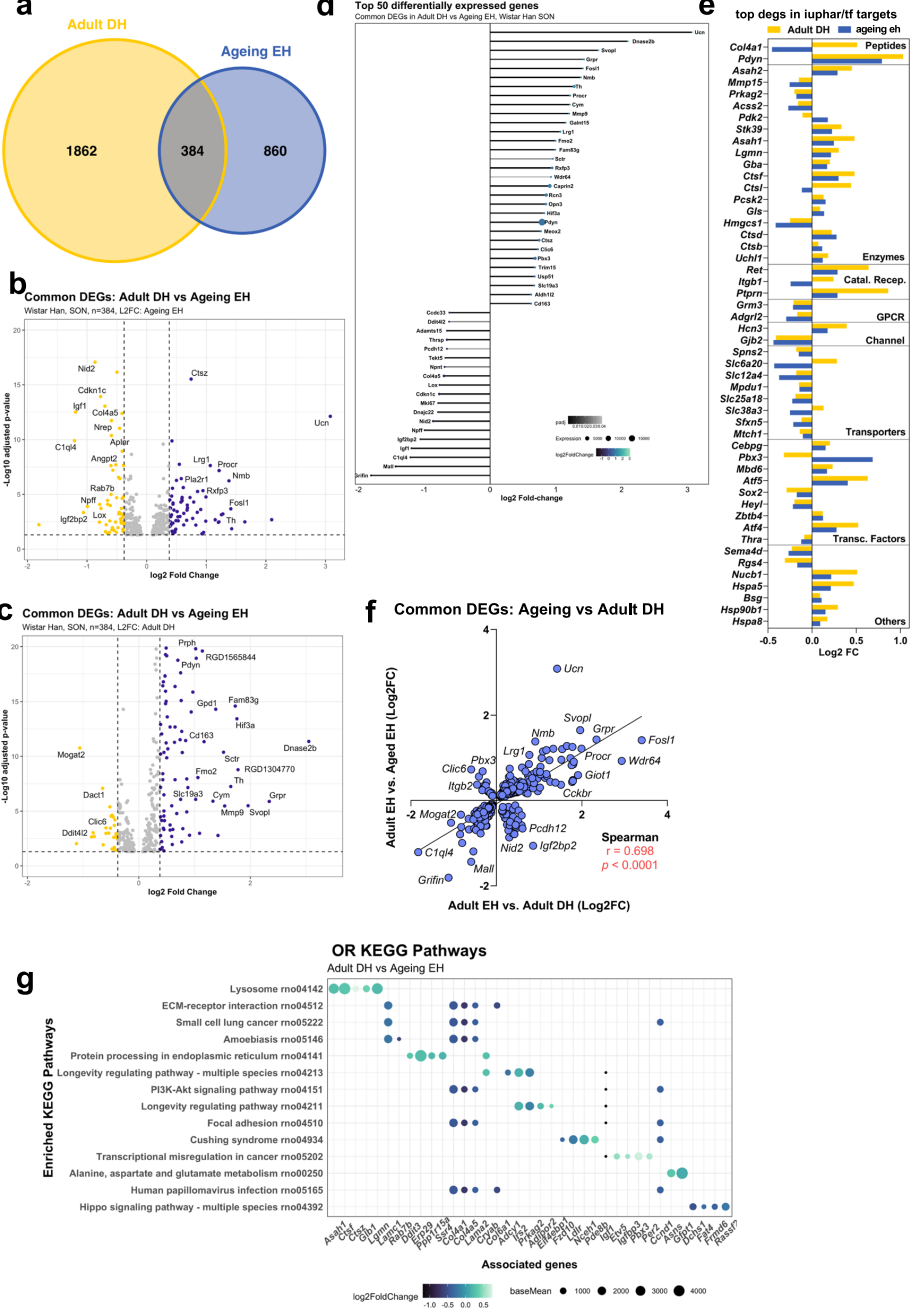
Comparison of adult DH DEGs with ageing DEGs. Venn comparison of adult DH and ageing DEGs (**a**). Volcano plot showing the distribution of DEGs using LFC of the ageing DEGs (**b**) or using LFC of the adult DH DEGs (**c**). Lollipop graph highlighting the top 50 DEGs common between the two datasets (**d**). Classification of the top 50 DEGs by LFC; Catal. Recep catalytic receptors, GPCR G protein-coupled receptor, Transc. Factors transcription factors (**e**). Correlation analysis (**f**) and ORA KEGG pathway analysis of the DEGs (**g**).

### Comparison of ageing DEGs with aged DH DEGs

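Genes called both between aged EH and adult EH and between aged DH and aged EH numbered 123 by symbol. By Ensembl identifier they made up 13.7% of the ageing DEGs and 11.3% of the aged DH DEGs. Without aged EH replicate 5 there were 64, without aged EH replicate 2 there were 69, and the highest number without a single rat was 131. The aged EH rats are in both comparisons, on opposite sides of the difference. Simulated unchanged groups with shared controls gave no common call in 100 simulations, and a median of 152 genes (at most 181) at an unadjusted p under 0.05 in both, against 805 observed. Such groups hold no effect of ageing or DH, so they do not give the overlap expected of 2 unrelated responses. By the authors' deposited tables there are 215 common DEGs by identifier and 212 by symbol.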

We found that 212 genes change in expression as a consequence of both ageing and DH in aged rats (Fig. 4a). These genes are displayed in a volcano plot using LFC of the ageing dataset (Fig. 4b). Different genes were highlighted when the common genes were displayed in a volcano plot using the LFC of the aged DH dataset (Fig. 4c). The top 50 DEGs are presented organised according to LFC during ageing in a lollipop graph (Fig. 4d). DEGs were then catalogued according to their identity as transcription factors or their physiological or pharmacological classifications (Supplementary Data 10) (Fig. 4e). 

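Spearman's rho across the genes called in ageing and in aged DH was 0.608, with 102 in the same and 24 in the opposite direction, 12 each way. Over all 15259 genes rho was -0.0809, where 100 simulations of unchanged groups that share the aged EH rats gave -0.475 to -0.429. With the aged EH rats divided between the comparisons (20 divisions), rho was -0.00276 to 0.192 over all genes and 0.523 to 0.679 over the common DEGs, which had been chosen on all rats. The authors' deposited LFCs give a rho of 0.485 over their common DEGs.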

There is a positive correlation between the common DEGs of the two datasets (Fig. 4f). However, some genes upregulated by dehydration in aged animals are downregulated by ageing (for example, *C3*, *Dct* and *Cdkl4*). Conversely, some genes downregulated by dehydration in the adult are upregulated during ageing (for example, *Tnc*, *C1ql4*). 

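C3 (ENSRNOG00000046834) had 1571 ± 220 normalized counts in aged EH and 639 ± 129 in adult EH (SD, n = 5), an LFC of 1.31 (limma adjusted p = 1.05e-04). In aged DH it had an LFC of -0.28 (limma adjusted p = 0.0745). Dct (ENSRNOG00000008671) had LFCs of 0.81 in ageing and -0.75 in aged DH (limma adjusted p = 0.0315 and 0.0356), each lost without any 1 of 8 rats. In ageing these were aged EH replicates 1, 2, 4 and 6 and adult EH replicates 1, 2, 4 and 5, and in aged DH the same aged EH rats and aged DH replicates 1, 2, 3 and 6, with adjusted p of at most 0.0714 and 0.0851. Without a filter on low counts neither call of Dct was made. Cdkl4 (ENSRNOG00000040266) had an LFC of 0.62 in ageing (limma adjusted p = 0.128), called without aged EH replicate 5 (limma adjusted p = 0.0121), and of -0.99 in aged DH (limma adjusted p = 0.0361). The latter call was lost without aged EH replicate 1, 2 or 6 or aged DH replicate 2, 5 or 6, at an adjusted p of 0.0926 or less.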

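Tnc (ENSRNOG00000058645) had an LFC of -0.70 in ageing (limma adjusted p = 9.30e-05). In aged DH its LFC was -0.27 (limma adjusted p = 0.0329), and this call was lost without aged EH replicate 2, 5 or 6 or aged DH replicate 2, 5 or 6 (adjusted p up to 0.0895). In adult DH its LFC was -0.13 (limma adjusted p = 0.303). C1ql4 (ENSRNOG00000060020) had LFCs of -1.19 in ageing, -1.80 in adult DH and -1.09 in aged DH (limma adjusted p = 5.52e-04, 4.78e-06 and 0.00150).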

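In aged DH, the lysosome list had 54 genes with higher and 25 with lower expression, with a median LFC of 0.06 (14 called, all higher; 19 adjusted over the list alone; camera p of 4.40e-06, fry 0.0111). All 20 aminoacyl-tRNA synthetase genes had higher expression in aged EH than in adult EH, with a median of 0.11 (3 called; 10 adjusted over the list alone; camera 2.85e-08, fry 0.00575). The estimated correlation gave 0.0990 (adjusted 0.179) for the former and 0.0599 (adjusted 0.147) for the latter, and the exact permutation p on the mean per rat was 0.0556 and 0.00794 (adjusted 0.0833 and 0.0179 over 9 families).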

ORA KEGG analysis of the common genes revealed three enriched pathways: lysosomes (rno04142; *P*_adj_ = 1.7E-4), protein processing in the endoplasmic reticulum (rno04141; *P*_adj_ = 2E-2), and aminoacyl-tRNA biosynthesis (rno00970; *P*_adj_ = 2E-2) (Fig. 4g). DEGs that overlapped the aged DH and ageing comparisons were best represented by the “turquoise” WGCNA module (including 25% of module genes). The ‘turquoise” module, which was the largest cluster of genes identified by WGCNA, was enriched for terms involved in the protein folding process. Terms such as endoplasmic reticulum (GO:0005783; *P*_adj_ 7.00e-10), response to endoplasmic reticulum stress (GO:0034976; *P*_adj_ 3.275e-06), and protein processing in the endoplasmic reticulum (KEGG:04141; *P*_adj_ 2.412e-11) were all significantly enriched (Fig. 4h). 

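Atf4 (ENSRNOG00000017801) had 6483 ± 754 normalized counts in aged EH and 5356 ± 226 in adult EH (SD, n = 5), an LFC of 0.27 (limma adjusted p = 0.0215). This call was lost without adult EH replicate 2 or 4 (adjusted p up to 0.0512), and aged EH replicate 4, at 7824, lay apart from the other aged rats. In aged DH Atf4 had 8691 ± 505 against 6470 ± 762 in aged EH (SD, n = 5), an LFC of 0.43 (limma adjusted p = 0.00177). Hspa5 (ENSRNOG00000018294) had an LFC of 0.21 in ageing (limma adjusted p = 0.0322) and of 0.38 in aged DH (limma adjusted p = 0.00125). Its call in ageing was lost without aged EH replicate 2, 4 or 5 or adult EH replicate 1, 2 or 4, with an adjusted p of 0.0811 at most. In adult DH the LFCs of Atf4 and Hspa5 were 0.52 and 0.47 (limma adjusted p = 4.87e-07 and 4.88e-06). For both genes the aged EH mean lay above the adult EH mean, and DH raised the expression further.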

Genes with high connectivity in the “turquoise” module included *Atf4* and *Hspa5* which are involved in protein folding processes and ER stress pathways^63,64^. Reassuringly, WGCNA analysis further reiterated the conclusions of the over-representation analyses. Our analysis suggests that stimulating the aged SON with DH aggravates the ageing process, and the SON attempts to cope with these stresses by activation of the unfolded protein response pathway.

**Fig. 4:**
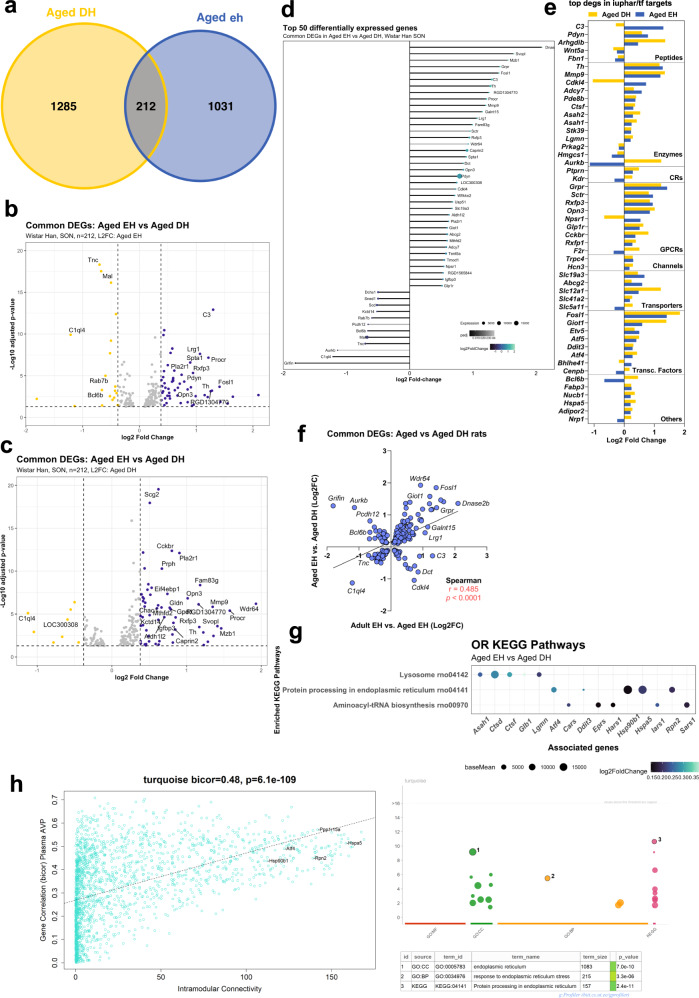
Comparison of aged DEGs with aged DH DEGs. Venn comparison of aged DH and ageing DEGs (**a**). Volcano plot showing the distribution of the DEGs using LFC of the ageing DEGs (**b**) or using LFC of the aged DH DEGs (**c**). Lollipop graph highlighting the top 50 DEGs common between the two datasets (**d**). Classification of the top 50 DEGS by LFC; CRs catalytic receptors, GPCRs G protein-coupled receptors, Transc. Factors transcription factors (**e**). Correlational analysis of the common DEGs (**f**). ORA KEGG pathway analysis of the common DEGs (**g**). WGCNA analysis showing the turquoise module and its associated enriched GO pathways (MF, BP, CC and KEGG) (**h**).

### Comparison of adult DH DEGs with aged DH DEGs

Comparison of adult DH significant DEGs with aged DH significant DEGs revealed that 767 genes change in expression as a consequence of dehydration in both adult and aged rats, 730 genes change only in aged DH, and 1479 genes change only in adult DH (Fig. 5a). Each of these gene categories will be considered separately.

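By the tests used here, 587 genes were DEGs of DH at both ages, which was 30.4% of the adult DH DEGs and 52.5% of the aged DH DEGs. A further 1347 were called in adult DH only (960 to 1533 without single rats) and 532 in aged DH only (270 without aged EH replicate 5, 277 without aged DH replicate 5 and 333 without aged DH replicate 3). By symbol the common DEGs numbered 576. With each rat left out, the number ran from 401 to 628. The 2 comparisons share no rat. The authors' deposited tables have 787 common DEGs by identifier and 775 by symbol.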

**Fig. 5:**
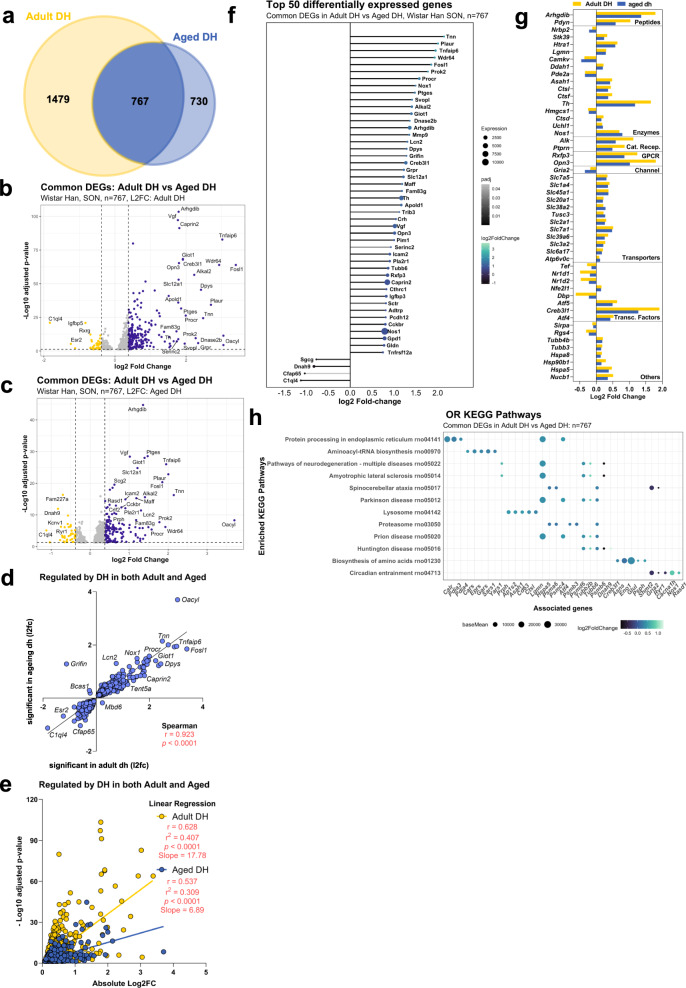
Comparison of adult DH DEGs with aged DH DEGs: common DEGs. Venn comparison of adult DH and aged DH DEGs highlighting the common genes (*n* = 767) (**a**). Volcano plot showing the distribution of the common adult DH and aged DH DEGs using LFC of the adult DH DEGs (**b**) or using LFC of the aged DH DEGs (**c**). Correlation analysis (**d**) and linear regression analysis (**e**) comparing the adult and aged responses to DH (**e**). Lollipop graph highlighting the top 50 DEGs common between the two datasets (**f**). Classification of the top 50 DEGS by LFC; Cat. Recep catalytic receptors, GPCR G protein-coupled receptor, Transc. Factors transcription factors (**g**). ORA KEGG pathway analysis of the common DEGs (**h**).

#### Common DH DEGs

We found that 767 genes change in expression as a consequence DH in both adult and aged rats (Fig. 5a). These genes are displayed in a volcano plot using LFC of the adult (Fig. 5b) or aged (Fig. 5c) DH datasets. 

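Of the 587 genes called at both ages, 585 had the same direction, and Spearman's rho between their LFCs in adult DH and aged DH was 0.939, taken across genes, which are not independent replicates. Over all 15159 genes in both fits rho was 0.440.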

There was a strong positive correlation between aged and adult DH DEGs of the two datasets (Fig. 5d). Only one gene upregulated by dehydration in adult animals was downregulated in aged rats (*Mdb6*). Conversely, only three genes downregulated by dehydration in the adult were upregulated in DH aged animals (*Grifin*, *Bcas1* and *Qdpr*). 

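The genes called in opposite directions at the 2 ages were Bcas1 and Qdpr. Bcas1 (ENSRNOG00000012906) had 7388 ± 915 normalized counts in adult DH and 8872 ± 932 in adult EH (SD, n = 5), an LFC of -0.27 (limma adjusted p = 0.0489). In aged DH it had 11161 ± 1024 against 9157 ± 877 in aged EH (SD, n = 5), an LFC of 0.29 (limma adjusted p = 0.0261). The adult call was lost without adult EH replicate 1, 5 or 6 or adult DH replicate 1, 3 or 5 (adjusted p up to 0.114), with RIN as a covariate, with the replicate block and with edgeR on the recovered reads, and the aged call without aged EH replicate 5 or aged DH replicate 2 or 5 (up to 0.0706). Qdpr (ENSRNOG00000003253) had LFCs of -0.24 and 0.19 (limma adjusted p = 0.0462 and 0.0356). Its adult call was lost without adult EH replicate 1, 4, 5 or 6 or adult DH replicate 1, 2 or 3 (up to 0.112), and its aged call without aged EH replicate 4, 5 or 6 or aged DH replicate 1, 2, 5 or 6 (up to 0.0960). Without a filter on low counts neither adult call was made. Mbd6 (ENSRNOG00000006209) had LFCs of 0.22 in adult DH and -0.18 in aged DH (limma adjusted p = 0.0378 and 0.0834). Without adult EH replicate 1, 2, 5 or 6 or adult DH replicate 1, 2, 3 or 5 its adult call was lost (up to 0.0823), and without aged EH replicate 6 it was called in aged DH (0.0330). Grifin (ENSRNOG00000001251) had LFCs of -0.96 and 1.19 (limma adjusted p = 0.0847 and 0.0743). It was called in adult DH by DESeq2 (0.00959) and without adult EH replicate 4 (0.00898), and in aged DH without aged EH replicate 1 (0.0380). Tested as a difference between the ages, Bcas1 had 0.55, Qdpr 0.42, Mbd6 -0.40 and Grifin 2.15, with limma adjusted p = 0.188, 0.188, 0.191 and 0.215. Over all 15326 genes limma called no difference between the ages, with a lowest adjusted p = 0.103, whereas 1522 genes (9.93%) had an unadjusted p under 0.05. No other tool was run on this difference.

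**Figure D3:**
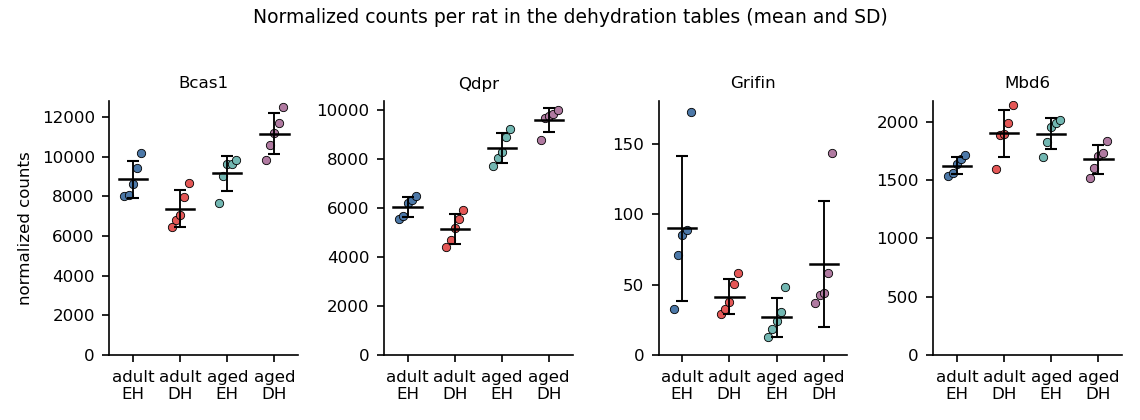
Normalized counts of Bcas1, Qdpr, Grifin and Mbd6 per rat in adult EH, adult DH, aged EH and aged DH (n = 5 each), with the group mean and SD; adult and aged values come from tables normalized separately. For Bcas1 the aged DH rats lie at 9817 to 12510 and the adult DH rats at 6446 to 8684.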

Linear regression analysis comparing the common adult DH genes and aged DH DEGs (Fig. 5e) revealed that ageing decreased the *r*^2^ value from 0.407 to 0.309 and revealed a significantly smaller slope with aged compared to adult rats (*F* = 119.6, *P* < 0.0001). Further, comparing average absolute log2FC values, we found that aged rats have a much smaller SON transcriptomic response to WD (0.343) when compared to adult rats (0.405), at least for these 784 commonly DEGs (*P* < 0.0001 by Wilcoxon matched-pairs signed-rank test). 

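The regression and the mean over genes take each gene as a replicate, whereas the animals are the replicates, so the response was also measured per rat. The response size in common DEGs was the mean over the 587 genes of the log2 difference of a DH rat from the EH mean of its age, signed by the gene's direction. It was 0.458 ± 0.0249 (SD, n = 5) in adult DH, from 0.424 to 0.494, and 0.384 ± 0.0542 (SD, n = 5) in aged DH, from 0.306 to 0.443, a difference of -0.0734 (exact permutation test, two-sided, p = 0.0159). With the spread of the EH rats included, 100000 permutations gave a two-sided p = 0.0539. Without aged EH replicate 4 the difference was -0.0524 (exact permutation p = 0.0873) and without aged DH replicate 2 it was -0.0577 (exact permutation p = 0.0714). The next choices of genes can favour the age they were made on, so the difference is set beside that of 100 simulations with equal responses at both ages and noise independent between genes, and no p is given. Genes chosen in adult DH alone gave 0.348 ± 0.0118 in adult DH and 0.1997 ± 0.0373 in aged DH (SD, n = 5), a difference of -0.148 (simulated median -0.0668, from -0.0797 to -0.0565). Genes chosen in aged DH alone gave 0.288 ± 0.0432 in adult DH and 0.380 ± 0.0486 in aged DH (SD, n = 5), a difference of 0.0920, which lies within what equal responses gave (simulated median 0.0790, from 0.0656 to 0.0973). Genes chosen in either age gave 0.295 ± 0.0215 and 0.237 ± 0.0372 (SD, n = 5), a difference of -0.0582 (simulated median -0.00678, from -0.0197 to 0.00727). For the 3155 genes called for the mean effect over both ages, a choice that favours neither age and was added after the data were seen, the difference was -0.0310 (exact permutation test, two-sided, p = 0.143; 0.171 with the EH spread). The regression here was of -log10 adjusted p on absolute LFC over the common genes. On the fits used here it had r² of 0.296 in adult DH and 0.295 in aged DH, with slopes of 1.58 and 1.07. On the authors' deposited DESeq2 values, over 787 common genes, r² was 0.378 and 0.298, with slopes of 16.4 and 6.61. There both were lower in aged DH, as in the paper.

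**Figure D4:**
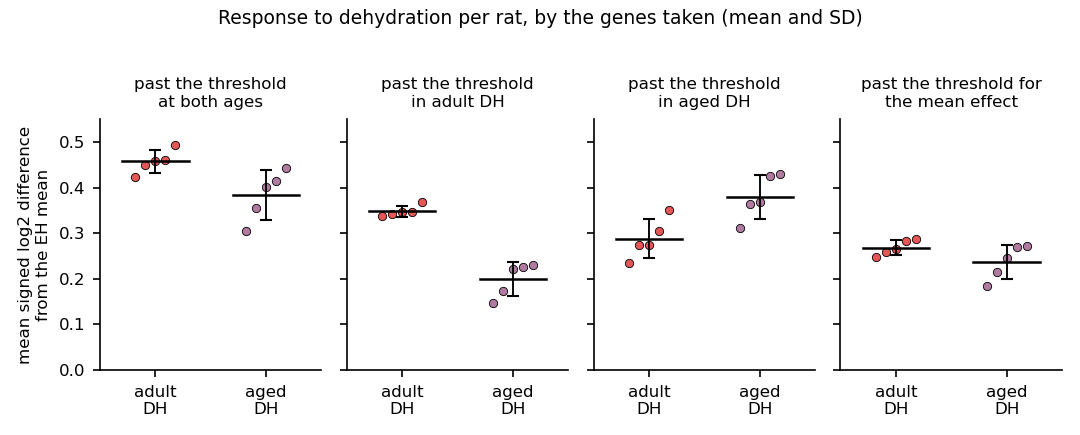
Response to DH per rat, as the mean signed log2 difference from the EH mean of the same age, for 4 choices of genes in adult DH and aged DH rats (n = 5 each). The aged mean lies below the adult mean over the 587 genes called at both ages and above it over the genes called in aged DH, and in both the rats of the 2 ages overlap.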

Overall, these data suggest that the response to DH in old animals is blunted compared to adult animals.

The top 50 DEGs are presented organised according to aged DH LFC in a lollipop graph (Fig. 5f). DEGs were then catalogued according to their identity as transcription factors or their physiological or pharmacological classifications (Supplementary Data 11) (Fig. 5g). Pathways such as protein processing in the endoplasmic reticulum (rno04141; *P*_adj_ = 2.7E-11), aminoacyl-tRNA biosynthesis (rno00970; *P*_adj_ = 2.9E-07), and circadian entrainment pathway (rno04713; *P*_adj_ = 2.4E-2) (Fig. 5h, Supplementary Data 12) were amongst the enriched terms in ORA KEGG analysis.

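The circadian entrainment pathway was not used here. In the ER protein processing list, 69 of 79 genes had higher expression in adult DH, with a median LFC of 0.13, and 39 were called, all higher (47 adjusted over the list alone; camera p of 1.46e-19, estimated correlation 0.00800 with 0.0608 after adjustment, fry 1.10e-05). In aged DH 67 were higher, with a median of 0.12, and 27 were called, all higher (34 adjusted over the list alone; camera 5.04e-15, estimated correlation 0.0416 with 0.122 after adjustment, fry 0.00182). The 5 DH rats lay above the 5 EH rats in mean log2 value at both ages. Of 20 aminoacyl-tRNA synthetase genes, 15 were called in adult DH and 12 in aged DH, all higher (15 at either age adjusted over the list alone), with medians of 0.20 and 0.20. Camera gave 8.24e-15 and 1.74e-12, the estimated correlation 2.83e-04 and 0.0396 (adjusted 0.00836 and 0.122) and fry 5.05e-08 and 0.00137. The mean difference between the ages was -0.00758 for the synthetases (permutation p = 0.858 over 100000 permutations of the rats' residuals, two-sided) and -0.0323 for the ER list (permutation p = 0.418).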

#### Unique adult DH DEGS

We found that 1479 genes significantly change in expression as a consequence DH in adult rats but not in aged rats (Fig. 6a). These genes are displayed in a volcano plot using LFC of the adult DH dataset (Fig. 6b). 

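Of the 1347 genes called in adult DH only, 727 rose and 620 fell in adult rats. This number ran from 960 to 1533 without single rats, and was 657 with the replicate block and 612 with RIN as a covariate. Among the 1345 of them tested in aged rats, 1183 (88.0%) changed in the same direction there, and 479 had an unadjusted p under 0.05. Their median absolute LFC was 0.22 in adult DH, and the median LFC in aged DH, signed by the adult direction, was 0.10. A call at one age and not at the other does not test a difference between the ages. In the test of that difference 402 of these genes had an unadjusted p under 0.05, limma called none after adjustment over all genes, and 27 passed when adjusted over the set alone, which is not independent because the set was chosen on the same rats.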

The top 50 DEGs are presented organised according to LFC in a lollipop graph (Fig. 6c). DEGs were then catalogued according to their identity as transcription factors or their physiological or pharmacological classifications (Supplementary Data 13) (Fig. 6d). ORA KEGG analysis of the adult DH transcripts identified multiple enriched pathways such as ribosomes (rno03010; *P*_adj_ = 3.02E-08), MAPK signalling pathway (rno04010; *P*_adj_ = 6.5E-3), and aldosterone regulated sodium reabsorption (rno04960; *P*_adj_ = 1.7E-2) (Fig. 6e, Supplementary Data 14).

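In the list of 79 ribosomal protein genes, 75 had lower and 4 higher expression in adult DH, with a median LFC of -0.13. Limma called 37, all lower, and 43 when adjusted over the list alone (camera p of 9.78e-18, fry 0.00140), and with an estimated correlation the p was 0.0618 (adjusted 0.147). In other splits of the adult rats, which mix the groups, camera at the preset correlation gave a median p of 2.18e-04 and a lowest of 4.98e-26. The mean log2 value of every adult DH rat lay below that of every adult EH rat. In aged DH 37 genes were higher and 42 lower, with a median of -0.00, and none was called by limma, over all genes or adjusted over the list alone (camera 0.729, fry 0.967). The difference between the ages was higher in 74 genes, with a median of 0.12. Its camera p was 1.42e-17, with an estimated correlation 0.0846, its fry p was 0.0499 (adjusted 0.0861), and for the mean per rat, with a difference of 0.108, permuting the rats' residuals gave a two-sided permutation p = 0.105 (adjusted 0.237 over 9 families).

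**Figure D5:**
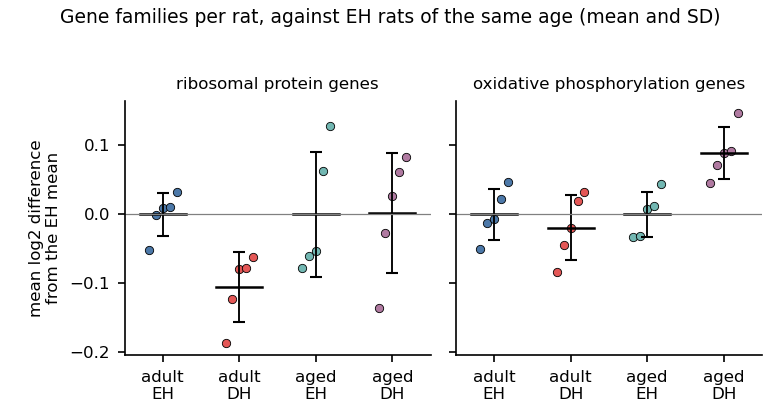
Mean log2 difference from the EH mean of the same age per rat, for the ribosomal protein and the oxidative phosphorylation genes, in adult EH, adult DH, aged EH and aged DH (n = 5 each). Adult DH rats lie below adult EH rats for ribosomal protein genes, and aged DH rats lie above aged EH rats for oxidative phosphorylation genes.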

**Fig. 6:**
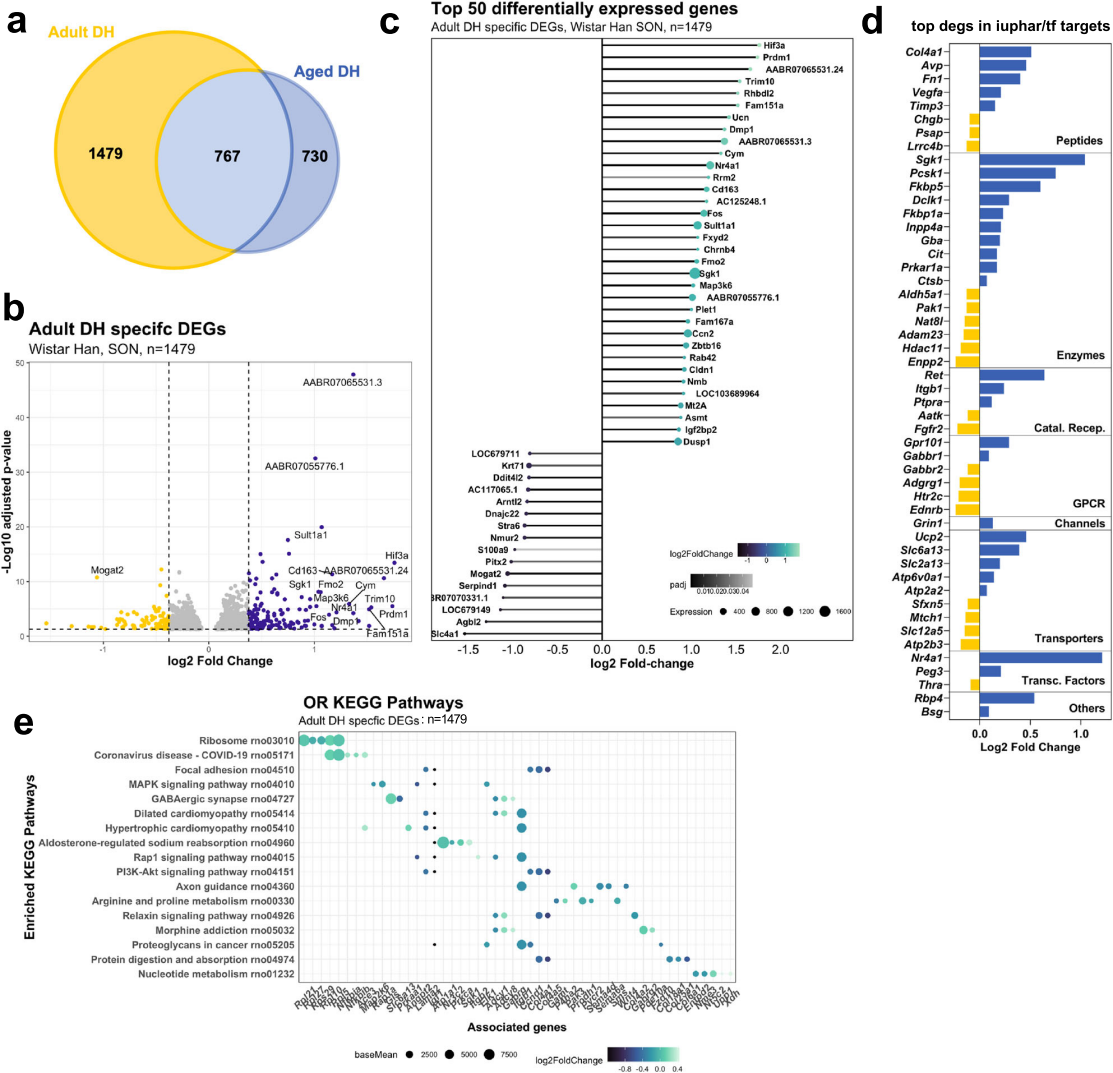
Comparison of adult DH DEGs with aged DH DEGs: unique adult DH DEGs. Venn comparison of adult DH and aged DH DEGs highlighting the unique adult DH DEGs (*n* = 1479) (**a**). Volcano plot showing the distribution of the unique adult DH DEGs (**b**). Lollipop graph highlighting the top 50 unique adult DH DEGs (**c**). Classification of the top 50 DEGS by LFC; Catal. Recep catalytic receptors, GPCR G protein-coupled receptor, Transc. Factors transcription factors (**d**). ORA KEGG pathway analysis of the unique adult DH DEGs (**e**).

#### Unique aged DH DEGS

We found that 730 genes change in expression as a consequence DH in aged rats but not in adult rats (Fig. 7a). These genes are displayed in a volcano plot using LFC of the aged DH dataset (Fig. 7b). 

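Of the 532 genes called in aged DH only, 174 rose and 358 fell in aged rats. This number was 270 without aged EH replicate 5, 277 without aged DH replicate 5 and 333 without aged DH replicate 3, at most 616 without any other single rat, 323 with the replicate block and 742 with RIN as a covariate. In adult DH 430 of the 528 tested (81.4%) changed in the same direction, and 163 had an unadjusted p under 0.05. The median absolute LFC was 0.25 in aged DH, and the median LFC in adult DH, signed by the aged direction, was 0.09. The difference between the ages had an unadjusted p under 0.05 for 240 of them, was called by limma for none after adjustment over all genes and for 111 when adjusted over the set alone, which is not independent of how the set was chosen.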

The top 50 DEGs are presented organised according to LFC in a lollipop graph (Fig. 7c). DEGs were then catalogued according to their identity as transcription factors or their physiological or pharmacological classifications (Supplementary Data 15) (Fig. 7d). 

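For the oxidative phosphorylation genes, the LFC of DH was higher in aged than in adult rats for 82 of 87 genes, with a median difference of 0.11. Limma called none of these differences over all genes and 16 when adjusted over the list alone. The camera p was 1.30e-23, its form with an estimated correlation gave 0.0153 (adjusted 0.0850) and fry gave 0.00311 (adjusted 0.00695). For the mean per rat, with a difference of 0.109, permuting the residuals of the rats gave a two-sided permutation p = 0.00680 (adjusted 0.0612 over 9 families). In adult DH 29 genes of the list were higher and 58 lower, with a median LFC of -0.02 (5 called, 2 of them higher; 4 adjusted over the list alone; camera 0.195, fry 0.590). That camera p passed 0.05 without adult EH replicate 6 (0.0214), adult DH replicate 2 (0.0406) or adult DH replicate 3 (0.0306). The proteasome genes had a median of 0.07 in adult DH (11 called, all higher; 18 adjusted over the list alone; camera 5.77e-07, estimated correlation 0.0715), and their mean difference between the ages was 0.0418 (residuals of rats permuted, two-sided permutation p = 0.116). Of the 12 tubulin genes, 8 were higher in adult DH, with a median of 0.09 (5 called, all higher; 6 adjusted over the list alone; camera 4.82e-04, estimated correlation 0.0890, fry 0.00187), and their mean difference between the ages was 0.0445 (permutation p = 0.374).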

ORA KEGG analysis revealed enrichment of pathways related to neurodegenerative diseases, including Parkinson’s (rno05012; *P*_adj_ = 1.9E-14), Alzheimer’s (rno5010; *P*_adj_ = 2.73E-14), prion (rno05020; *P*_adj_ = 9.37E-14), and spinocerebellar ataxia (rno05017; *P*_adj_ = 3.48E-6). Also, multiple signal pathways were affected, such as cAMP (rno04024; *P*_adj_ = 7.2E-3) and GMP-PKG (rno04022; *P*_adj_ = 7.9E-3) (Fig. 7e, Supplementary Data 16).

**Fig. 7:**
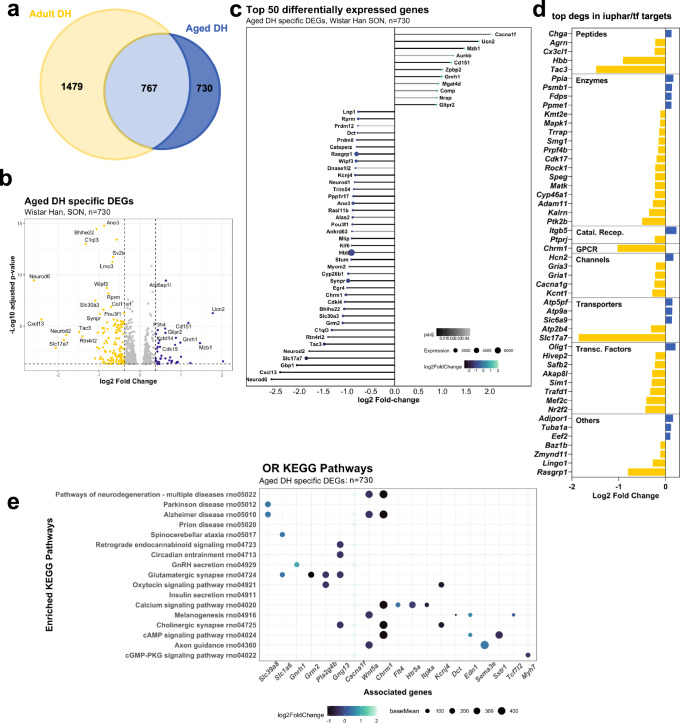
Comparison of adult DH DEGs with aged DH DEGs: unique aged DH DEGs. Venn comparison of adult DH and aged DH DEGs highlighting the unique aged DH DEGs (*n* = 730) (**a**). Volcano plot showing the distribution of the unique aged DH DEGs (**b**). Lollipop graph highlighting the top 50 unique aged DH DEGs (**c**). Classification of the top 50 DEGS by LFC; Catal. Recep catalytic receptors, GPCR G protein-coupled receptor, Transc. Factors transcription factors (**d**). ORA KEGG pathway analysis of the unique aged DH DEGs (**e**).

## Discussion

Good health is dependent upon the exact regulation of salt and water balance. These survival mechanisms are aggressively mobilised when osmotic stability is threatened. This is characterised by the activation of neuroendocrine mechanisms that control the excretion and consumption of water and salt in order to restore healthy bodily composition^8,9^. These mechanisms deteriorate with age, and dehydration is a common cause of morbidity and mortality in the elderly. Here we show that the process of natural ageing restructures the basal transcriptome of the SON of the rat, the core hypothalamic osmoregulatory control centre, and profoundly alters the response of the SON to dehydration.

We compared the transcriptomes of the SON in adult and aged euhydrated rats and found massive changes in gene expression associated with ageing. Functional ORA and WGCNA revealed enrichment for genes involved in extracellular matrix (ECM) organisation and cell adhesion. It is known that the SON has a complex and dynamic ECM that has been implicated in its physiological functioning. The SON undergoes dramatic activity-dependent structural plasticity as a consequence of sustained physiological stimulation^34–36^ characterised by increased direct neuronal membrane apposition, dendritic bundling and profound synaptic remodelling. SON glial cells actively participate in these plastic changes in association with MCNs. Crucial to these processes are cell adhesion molecules, belonging to the immunoglobulin superfamily, and extracellular matrix glycoproteins, which participate in neuronal-glial, neuronal-neuronal, and glial-glial recognition and guidance^65^. That the expression of genes encoding these classes of proteins changes with ageing suggests that intercellular interactions may be altered in the aged SON, perhaps related to the reported hypertrophy of glial perikarya and cell processes^66^.

One important consideration is how ageing affects the ensemble of channels that maintain resting membrane potential and produce action potentials (and thus synaptic release) in MCNs. For example, it is well established that SON neurons express Nav1.2 (encoded by the *Scn2a* gene) and Nav1.6 (encoded by the *Scb8a* gene) and the expression of these channels is upregulated with hyperosmolarity^67^. Nav1.7 (encoded by the *Scn9a* gene), which sets the gain on neurons via its action as a threshold channel, is also present in SON MCNs and is upregulated with osmolar challenge^68^. 

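Scn2a (ENSRNOG00000005018) had 9649 ± 401 normalized counts in aged EH and 9305 ± 215 in adult EH (SD, n = 5), an LFC of 0.05 (SE 0.0337; limma adjusted p = 0.441). Scn8a (ENSRNOG00000005309) had 3143 ± 197 and 3257 ± 83.3 (SD, n = 5), an LFC of -0.05 (SE 0.0422; limma adjusted p = 0.545). For Scn9a (ENSRNOG00000006639), 1583 ± 180 and 1626 ± 53.8 (SD, n = 5) gave an LFC of -0.05 (SE 0.0680; limma adjusted p = 0.772), which was 0.02 without aged EH replicate 1. None was called under any alternative or without any single rat.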

Examination of our ageing datasets suggests that the expression of these genes is not affected by ageing. 

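P2rx5 (ENSRNOG00000019208) had 105 ± 12.2 normalized counts in aged EH and 56.3 ± 14.5 in adult EH (SD, n = 5), an LFC of 0.92 (limma adjusted p = 0.00670), and P2rx4 (ENSRNOG00000001300) had an LFC of 0.32 (limma adjusted p = 0.0668). All 5 gap junction genes had lower expression in aged EH, with LFCs of -0.28 for Gja1, -0.43 for Gjb2, -0.33 for Gjb6, -0.56 for Gjc1 and -0.56 for Gjc3. Their limma adjusted p-values were 0.00298, 0.0360, 0.0189, 0.0406 and 0.0167. The call of Gjb2 was lost without aged EH replicate 2, 4, 5 or 6 or adult EH replicate 1, 4, 5 or 6 (up to 0.0886). That of Gjc1 was lost without aged EH replicate 2, 4 or 5 or adult EH replicate 1, 2, 5 or 6 (up to 0.0957) and without a filter on low counts (0.0623). Hcn3 (ENSRNOG00000020444) had an LFC of 0.17 (limma adjusted p = 0.0805). Trpc4 (ENSRNOG00000011133) had an LFC of 0.29 (limma adjusted p = 0.0502), called without aged EH replicate 6 (limma adjusted p = 0.0164), with a minimum mean of 50, with RIN as a covariate and with TMM scaling. Trpm2 (ENSRNOG00000001216) had 925 ± 37.7 in aged EH and 691 ± 50.3 in adult EH (SD, n = 5), an LFC of 0.42 (limma adjusted p = 7.07e-04).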

Rather, any changes in the electrical activity of the SON with ageing would likely be mediated by purinergic receptors (*P2rx4*, *P2rx5*, both upregulated by ageing), gap junction proteins (*Gja1*, *Gjb2*, *Gjb6*, *Gjc1*, *Gjc3*, all downregulated by ageing), a hyperpolarization-activated cyclic nucleotide-gated potassium channel (*Hcn3*, upregulated by ageing), or transient receptor potential cation channels (*Trpc4*, *Trpm2*, both upregulated by ageing) (Supplementary Table 3). Although microarray analysis revealed upregulation of *Trpc4* in the whole SON following 72 h of dehydration^49^, downregulation of *Trpc4* expression was found specifically in AVP SON MCNs in young adult animals subjected to 48 h of water deprivation^69^.

We have previously described how the adult SON transcriptome responds to denydration^53^. Here we report how the transcriptome of the aged SON responds to dehydration. Interestingly, ORA analysis revealed that gene sets were enriched in terms related to neurodegenerative processes and diseases. This is perhaps paradoxical, given that the SON has been described as being resistant to deterioration consequential to Alzheimer’s disease (AD)^23–33^, but might suggest that the process of dehydration itself provokes degenerative consequences.

Dysfunction water homoeostasis in ageing is associated with the inappropriate release of the antidiuretic hormone AVP^70^. In both humans and rodents, AVP MCNs undergo morphological changes as they age that are indicative of hyperactivity, including increased size of perikarya, nucleoli and Golgi apparatus^71^. These morphological changes are similar to those seen in MCNs subject to dehydration^72^. Increased transcription and protein synthesis is needed to make more neurosecretory products, and this results in cellular hypertrophy. It has been suggested that MCN hyperactivity may lead to electrolyte disorders in the elderly^70^. Transcriptional changes have also been reported in the aged SON^20^, some of which are indicative of neuronal activation. For example, the expression of the neuronal plasticity marker gene *Fos* is increased in the aged SON^20,73^. We examined the relationship between ageing and physiological activation at the whole transcriptome level by comparing ageing DEGs with both adult and ageing DH DEGs. We found that 384 genes that change in expression as a consequence of DH in adult rats are also altered by ageing. ORA revealed that these genes are involved in lysosomal function, ECM-receptor interaction, protein processing in the endoplasmic reticulum, and longevity. Comparison of the ageing DEGS with the aged DH DEGs revealed 212 common genes with enrichment for pathways related to lysosomal function, endoplasmic reticulum protein processing and stress, and the recruitment of aminoacyl tRNAs. Thus, it would appear that ageing in the SON involves the regulation of gene networks that are common to both adult and aged DH. These networks are involved in the synthesis and delivery of considerable quantities of secretory protein products, consistent with the previously reported hyperactivity of aged SON neurones^70,71,73^.

Comparison of the adult SON DH DEGS with those of the aged SON revealed that the transcriptomic response to DH is very different. It is noteworthy that a large number of genes that are significantly altered in expression as a consequence of dehydration in the adult animal do not respond to dehydration in the aged rat. These genes are enriched for functionalities related to translation (ribosomes), the MAPK signalling pathway, and aldosterone actions that are presumably lost in the aged animal. A smaller number of genes are altered in expression as a consequence of DH only in the aged SON. ORA again revealed enrichment for terms involved in neurodegeneration that are not evident in that adult animal as well as terms associated with signalling pathways involving cAMP and GMP-PKG.

The capabilities of the AVP system to respond to osmotic stress decrease with age^74–76^. In the aged animal, the capacity of the AVP system to respond to dehydration is attenuated^77^. These deficits may be associated with dysfunction in mechanisms controlling transcription, mRNA stability or translation^78^. Indeed, we have previously shown that the steady-state response to dehydration of a number of selected gene transcripts (*Fos, Creb3l1, Giot1, Caprin2, Rasd1, Slc12a1*) is attenuated in aged animals^20^. This appears to be a transcriptome level effect, with many of the common genes regulated by dehydration showing a blunted response in aged animals compared to adults (Fig. 5). This generalised attenuation of the transcriptomic response to dehydration is likely to greatly affect SON function and overall osmoregulatory effectiveness under these challenging physiological and pathophysiological conditions.

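Caprin2 (ENSRNOG00000047319) rose with DH from 2461 ± 349 to 8619 ± 733 normalized counts in adult rats and from 4800 ± 1190 to 8640 ± 1600 in aged rats (SD, n = 5), with LFCs of 1.82 and 0.87 (limma adjusted p = 7.64e-08 and 0.00528). The difference between the ages was -0.95 (SE 0.209; limma adjusted p = 0.188), and it passed the threshold without aged EH replicate 6 (limma adjusted p = 0.0144). Creb3l1 (ENSRNOG00000005413) had LFCs of 1.91 and 1.30, a difference of -0.61 (limma adjusted p = 0.383). Giot1 (ENSRNOG00000051563) had 1.895 and 1.39, a difference of -0.50 (limma adjusted p = 0.297), and Slc12a1 (ENSRNOG00000005367) had 1.80 and 1.23, a difference of -0.57 (limma adjusted p = 0.272). Rasd1 (ENSRNOG00000003348) had 0.85 and 0.67, a difference of -0.19 (limma adjusted p = 0.648). Fos (ENSRNOG00000008015) had 1.13 in adult DH (limma adjusted p = 0.00251) and 0.78 in aged DH (limma adjusted p = 0.0740), a difference of -0.35 (limma adjusted p = 0.802). In aged EH replicate 5, Fos lay far above the other rats, and without that rat it was called in aged DH (limma adjusted p = 0.0135). From the smaller slope and smaller mean absolute LFC of its common DEGs, the paper proposes that the response of aged animals to DH is blunted at the level of the transcriptome.

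**Figure D6:**
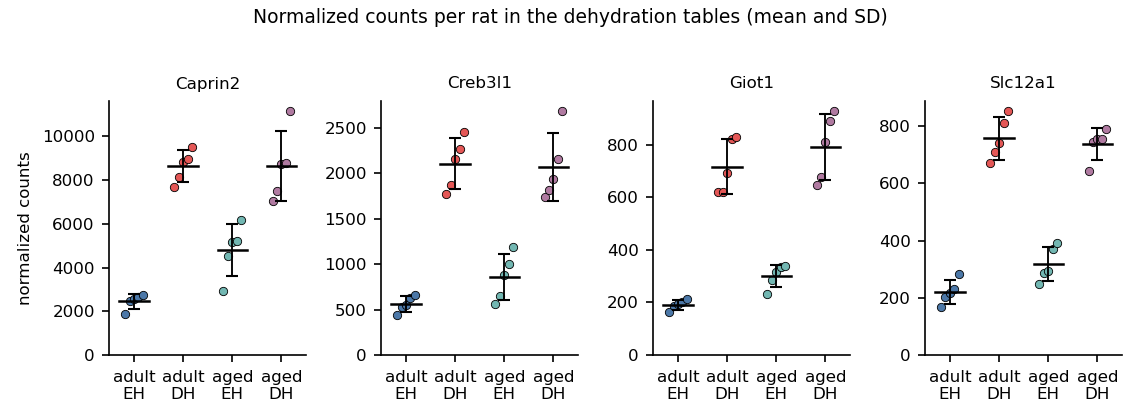
Normalized counts of Caprin2, Creb3l1, Giot1 and Slc12a1 per rat in adult EH, adult DH, aged EH and aged DH (n = 5 each), with the group mean and SD; adult and aged values come from tables normalized separately. For Slc12a1 the DH means are 757 in adult and 737 in aged rats, and the EH means are 219 and 318.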

Although we have previously employed microarrays to catalogue and compare differences in the transcriptomic response to dehydration of adult male and female SON^39^, in this ageing study, we only examined male rats. Given that age-related sex differences in osmoregulation in the rat have been described^78,79^, this is a shortcoming of this study. In this context, it is important to note that in young humans, both sexes have the same number of AVP neurones^80^, but these neurones are larger in males compared to females^81^. This perhaps contributes to the elevated levels of circulating AVP in young males compared to females. With age, the size of AVP neurones increases in females but not in males, and this results in increased circulating AVP levels in females with age^82,83^.

Rats were harvested at a single time point in the daytime (10 am–12 noon). In young humans, AVP is secreted with a diurnal rhythm with a strong peak during the night^84,85^. This nocturnal peak diminishes during the course of healthy ageing^84–87^. In the rat, a similar diurnal rhythm has been observed^88,89^. Plasma AVP levels peak at dusk and reach a nadir at dawn, with pituitary content showing an inverse pattern^88,89^. The effect of ageing on this rhythm in rats has not been studied and was not addressed in our study.

Genome sequencing projects have revealed that approximately 22,000 protein-coding genes are needed to make a mammal. However, a tiny proportion of these genes have been studied in-depth. Remarkably, 5% of genes dominate 70% of neuroscience publications^90^. The majority of genes belong to the ignorome^91^, the extent of which reduces the biological value of GO analyses. Given that 58% of annotations are represented by only 16% of human genes^92^. GO and pathway analysis is intrinsically limited because most genes are not annotated with any functional information; 58% of annotations are represented by only 16% of human genes^92^. In this context, it is amusing to note that the Coronavirus disease-COVID-19 pathway (rno05171) is represented in one of our OR-KEGG analyses (Fig. 6e). This bias simply reflects the extent of recent research in this area^93^.

Whilst transcriptomics can provide considerable global information regarding steady-state mRNA levels, it must be conceded that it is the proteome that is the engine of the cell. Physiological extrapolations from transcriptome data must therefore be interpreted with caution.

Finally, we acknowledge that this bulk RNAseq analysis, whilst focusing on the SON, does not address the cellular heterogeneity of this discrete hypothalamic nucleus. We note that one study has carried out a single nuclei RNAseq analysis of the ageing female mouse hypothalamus^94^. However, limited data on the SON precluded the deconvolution of our transcriptomes. Remining of these data revealed only seven genes as being significantly changed as a consequence of ageing in the small number (only ~100 in each age group) of identified female mouse MCNs. None of these genes overlapped with our ageing SON dataset, possibly due to sex or species differences or technical issues and limitations related to different methodologies. For example, our bulk SON transcriptome analyses revealed the over-expression of *Oxt* in response to ageing. On the other hand, Hajdarovic et al.^94^ found a reduction in *Oxt*-derived RNA in the aged hypothalamus when treating their single-nucleus RNAseq as bulk. This apparent discrepancy might be related to many factors, such as differences in RNA processing, changes in nucleus-to-cytoplasm transportation and sex dimorphism of hypothalamic transcriptomic responses to ageing, amongst others.

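Oxt (ENSRNOG00000021225), the gene for oxytocin, had 99877 ± 11106 normalized counts in aged EH and 83045 ± 6987 in adult EH (SD, n = 5), an LFC of 0.26 (SE 0.0742; limma adjusted p = 0.0524). It passed the threshold without aged EH replicate 1 or adult EH replicate 4 (limma adjusted p = 0.0283 at the lowest) and with RIN as a covariate (0.0195). Avp (ENSRNOG00000021229) had an LFC of 0.28 (SE 0.165; limma adjusted p = 0.388).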

It is now well recognised that disorders of body salt and water composition become more commonplace as we age. Changes in the vasopressin system with ageing, as described here at the transcriptome level, are thus potentially of great importance clinically and may be of potential prognostic and therapeutic value. We reveal that healthy ageing results in numerous robust changes in the transcriptomic landscape of the SON, with extracellular matrix components being particularly prominent. Overall, the response to dehydration in aged animals appears to be blunted, but intriguingly DEGs associated with neurodegenerative processes become apparent, raising the possibility that long-life episodes of dehydration may impact the development of neurodegenerative diseases such as Alzheimer’s or Parkinson’s.

## Methods

### Animals

All experiments were performed under the auspices UK Home Office Project Licence held under and in strict accordance with the provisions of the UK Animals (Scientific Procedures) Act (1986); they were also approved by the University of Bristol Animal Welfare and Ethical Review Board. We choose to use male Wistar Han rats from the international standardisation programme (IGS) in our study (Charles River). This carefully managed breeding programme minimises the impact of genetic drift so that colonies bred in different locations around the world are not significantly divergent from each other, giving a level of continuity in studies performed in laboratories worldwide. A total of 24 rats aged (18 months old) were purchased for this study. Rats were housed in groups of three at a constant temperature (22 °C) and a relative humidity of 50–60% (v/v) under a 14:10-h light/dark cycle (lights on at 0500) with food and water ad libitum for 2 weeks. Cages contained sawdust, bedding material, and cardboard tubing for enrichment. Rat cages were randomly assigned to two groups of 12 animals: EH (free access to drinking water) and DH (removal of drinking water for 72 h). All rats were humanely killed by striking the cranium (stunning) and then immediately decapitated with a small animal guillotine (Harvard Apparatus). Brains were rapidly removed from the cranium and placed into a chilled rat brain matrix for separation of the forebrain from the hindbrain. The forebrain was placed cut edge down onto aluminium foil resting on pellets of dry ice and covered with powdered dry ice (within 3 min of stunning). Animal experiments were performed between 10 am and 12 pm. Studies on young (adult) and aged rats were performed in parallel under the exact same experimental conditions to ensure direct comparability of these datasets and to obviate the need for any batch correction. All sampling was performed by the same team of investigators. All adult and aged rat SON isolations, by punching, were performed by the same researcher at the same time. RNA isolations from adult and aged rat SONs were performed by the same researcher at the same time. Adult and aged SON RNA samples were processed by Source Bioscience at the same time for RNAseq.

### Plasma AVP measures

Trunk blood plasma was collected in 1 ml aliquots, snap-frozen in liquid nitrogen and stored at −80 °C. Plasma was extracted by vortexing for 1 min with two sample volumes of ice-cold acetone. Precipitates were removed by centrifugation at 2500 × *g*, 4 °C, for 25 min, and supernatants were transferred to a fresh tube, then mixed by vortexing for 1 min with 2 ml of cold petroleum ether. Tubes were allowed to rest at room temperature for 1 min before discarding the upper phase. The lower phase was lyophilised in a freeze dryer (Benchtop Pro, Biopharma). A specific radioimmunoassay was used to quantify plasma AVP concentrations^95^.

### Plasma osmolality measures

Trunk blood was collected in heparin-coated tubes, and the plasma supernatant was derived by centrifugation at 1600 × *g* for 15 min at 4 °C. A Roebling micro-osmometer was used to measure plasma osmolality using the freezing point depression method (Camlab).

### SON RNA extraction

Using the optic chiasm as a reference, a 1-mm sample corer (Fine Scientific Tools) was used to collect bilateral punches of the SON from hypothalamic coronal slices (Fine Scientific Tools). SON punches were frozen on dry ice, then re-suspended by continuous vortexing for 1 min in 400 µl of QIAzol lysis reagent (Qiagen). Following a 10-min incubation at room temperature, debris was removed by centrifugation at 12,000 × *g* for 3 min. The supernatant was carefully removed and then mixed with an equal volume of absolute ethanol. Total RNA was extracted with the Direct-zol RNA MiniPrep extraction kit (Zymo Research, Irvine, CA, USA) and then applied to a Zymo-Spin IIC column. RNA was eluted in a volume of 25 µl.

### Reverse transcription (RT) quantitative polymerase chain reaction (RT-qPCR)

For cDNA synthesis, 40 ng of total RNA was reverse transcribed using the QuantiTect reverse transcription (RT) kit (Qiagen). Primers for rat genes used in this study can be found in Supplementary Table 2 (Eurofins MWG Operon). The optimisation and validation of primers were performed using standard Applied Biosystems protocols. The cDNA from the RT reaction was diluted 1:4 with H_2_O and used as a template for subsequent polymerase chain reactions (PCRs), which were carried out in duplicate using SYBR green (Roche) on an Applied Biosystems StepOnePlus Real-Time PCR system. For relative quantification of gene expression, the 2^−^^ΔΔCT^ method was used^96^. The internal control housekeeping gene used for these analyses was the housekeeping gene *Gapdh*.

### RNA sequencing (RNAseq)

Rigorous quality control checks were applied to assess the purity and integrity of RNA (Agilent BioAnalyzer; RNA TapeStation) RIN values ranged between 8.4 and 8.8 (see Supplementary Table 3). Illumina TruSeq Stranded mRNA kits were used to generate Poly(A) enriched bulk RNA-sequencing libraries. These libraries were loaded onto lanes of an Illumina NextSeq flowcell and sequenced using 75 bp paired-end (PE) runs (Source Bioscience). Each individual sample generated >35 million PE reads. Data were analysed as described in detail^53^. The analysis was sufficiently powered (*n* = 5 per group) to reduce the false discovery rate and to enable systems-level analysis^97^. Differentially expressed genes (DEGs) with *P*-adjusted (*P*_adj_) values of <0.05 are considered significant.

### RNAseq data mining

RNAseq data mining pipelines have been described in detail^53^. Briefly, ENSEMBL was used for genome annotations using biomaRt (v2.44.4), org.Rn.eg.db (v3.11.4), AnnotationDbi (v1.50.3), Bioconductor (v3.11.4) packages in R. Scaled Venn diagrams were generated using VennDiagram (version 1.6.20) package in R. Enrichment analysis was performed using ClusterProfiler (v3.10.1) and ReactomePA (v1.32.0) packages in R. WGCNA (v4.0.3) package was used for the network correlation analysis. Benjamini–Hochberg correction (*P*_adj_ < 0.05) was used for multiple comparison corrections in enrichment analysis. Gene expression data were visualised using custom scripts written in R using the “ggplot2” (v3.3.5) package.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Reporting Summary

Supplementary Information

Supplementary Data set 1

Supplementary Data set 2

Supplementary Data set 3

Supplementary Data set 4

Supplementary Data set 5

Supplementary Data set 6

Supplementary Data set 7

Supplementary Data set 8

Supplementary Data set 9

Supplementary Data set 10

Supplementary Data set 11

Supplementary Data set 12

Supplementary Data set 13

Supplementary Data set 14

Supplementary Data set 15

Supplementary Data set 16

## Data Availability

Transcriptomic datasets are publically accessible (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214353).

# Supplementary material for: Ageing restructures the transcriptome of the hypothalamic supraoptic nucleus and alters the response to dehydration
**Source:** NPJ Aging. 2023 Jun 1;9(1):12. doi: 10.1038/s41514-023-00108-2
**Supplement:** Supplementary file 1 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | RNA-seq reads were processed using RTA and CASAVA from Illumina's suite of sequencing software. This produced a series of compressed FASTQ files per library. All raw reads were merged per library, and pre-processed for quality assessment, adaptor removal, quality trimming and size selection using the FastQC toolkit to generate quality plots for all read libraries. Paired-end raw input data is initially aligned with STAR to the sixth iteration of the Rattus norvegicus reference genome (Rn6). FeatureCounts is used to generate read counts for each gene present in the Rn6 genome annotation. Our pipeline then uses the DESeq2 (v1.28.1) package in R to call DEGs. |
| Data analysis   | ENSEMBL was used for genome annotations using biomaRt (v2.44.4), org.Rn.eg.db (v3.11.4), AnnotationDbi (v1.50.3), Bioconductor (v3.11.4) packages in R. Scaled Venn diagrams were generated using VennDiagram (version 1.6.20) package in R. Enrichment analysis was performed using ClusterProfiler (v3.10.1) and ReactomePA (v1.32.0) packages in R. WGCNA (v4.0.3) package was used for the network correlation analysis. Benjamini-Hochberg correction ( $p_{Adj} < 0.05$ ) was used for multiple comparison correction in enrichment analysis. Gene expression data were visualised using custom scripts written in R using "ggplot2" (v3.3.5) package.                             |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Transcriptomic datasets are publically accessible (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214353>; token ctediycahjodtmx).

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

*Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.*

### Population characteristics

*Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."*

### Recruitment

*Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.*

### Ethics oversight

*Identify the organization(s) that approved the study protocol.*

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | The analysis was sufficiently powered (n = 5 per group) to reduce the false discovery rate, and to enable systems level analysis.                 |
| Data exclusions | No data excluded.                                                                                                                                 |
| Replication     | Nor replicated.                                                                                                                                   |
| Randomization   | Rat cages were randomly assigned to two groups of 12 animals: EH (free access to drinking water) and DH (removal of drinking water for 72 hours). |
| Blinding        | Investigators who performing the RNAseq were blinded from the group allocation.                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                          |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Rats. Wistar Han. 3 month old and 18 month old.                                                                                                                                                                                                                                                                                                          |
| Wild animals            | <i>Provide details on animals observed in or captured in the field; report species and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals.</i> |
| Reporting on sex        | Males were used in this study.                                                                                                                                                                                                                                                                                                                           |
| Field-collected samples | <i>For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.</i>                                                                                                |
| Ethics oversight        | <i>Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.</i>                                                                                                                                                                            |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Ageing restructures the transcriptome of the hypothalamic supraoptic nucleus and alters the response to dehydration
**Source:** NPJ Aging. 2023 Jun 1;9(1):12. doi: 10.1038/s41514-023-00108-2
**Supplement:** Supplementary file 2 — Supplementary Information

# Supplementary Figure 1

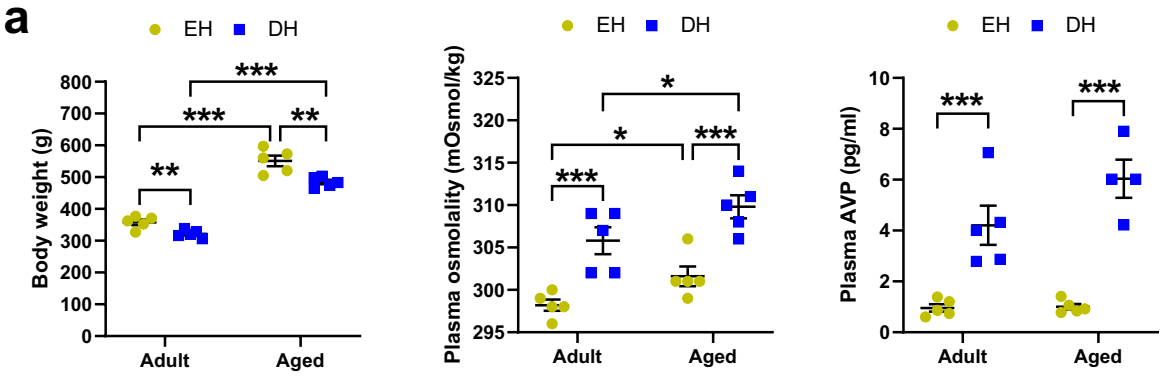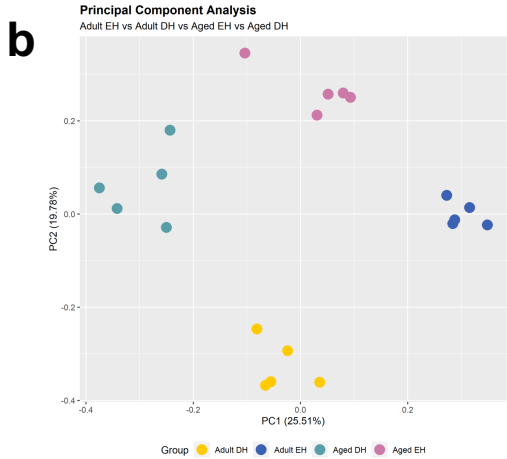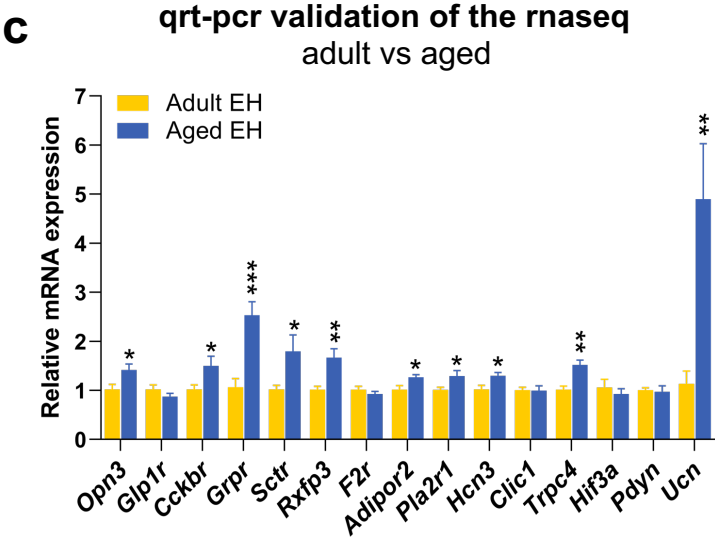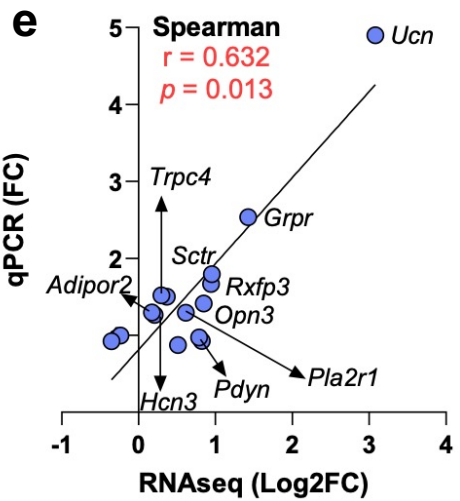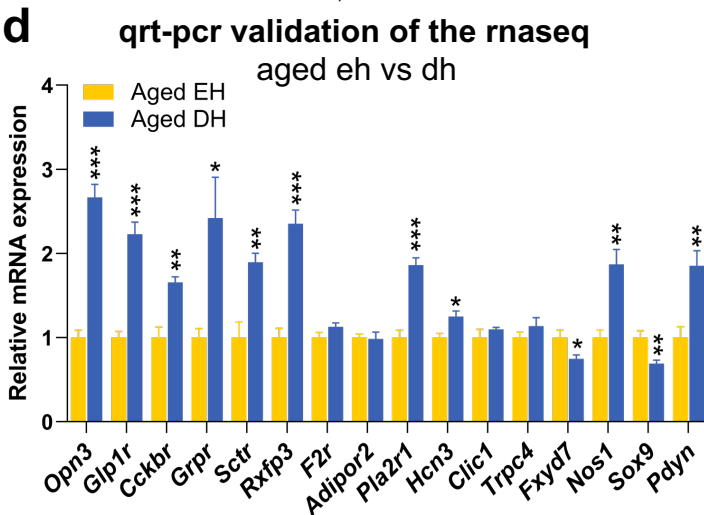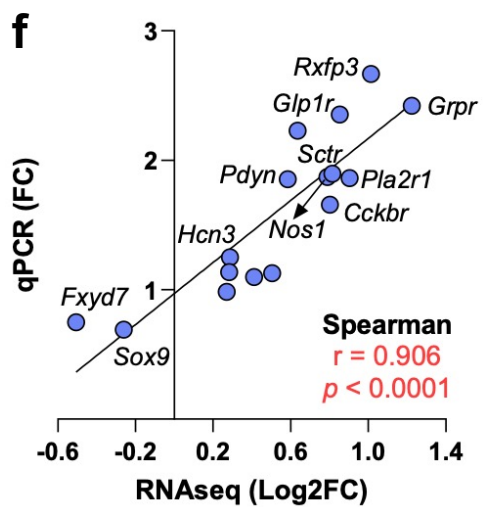

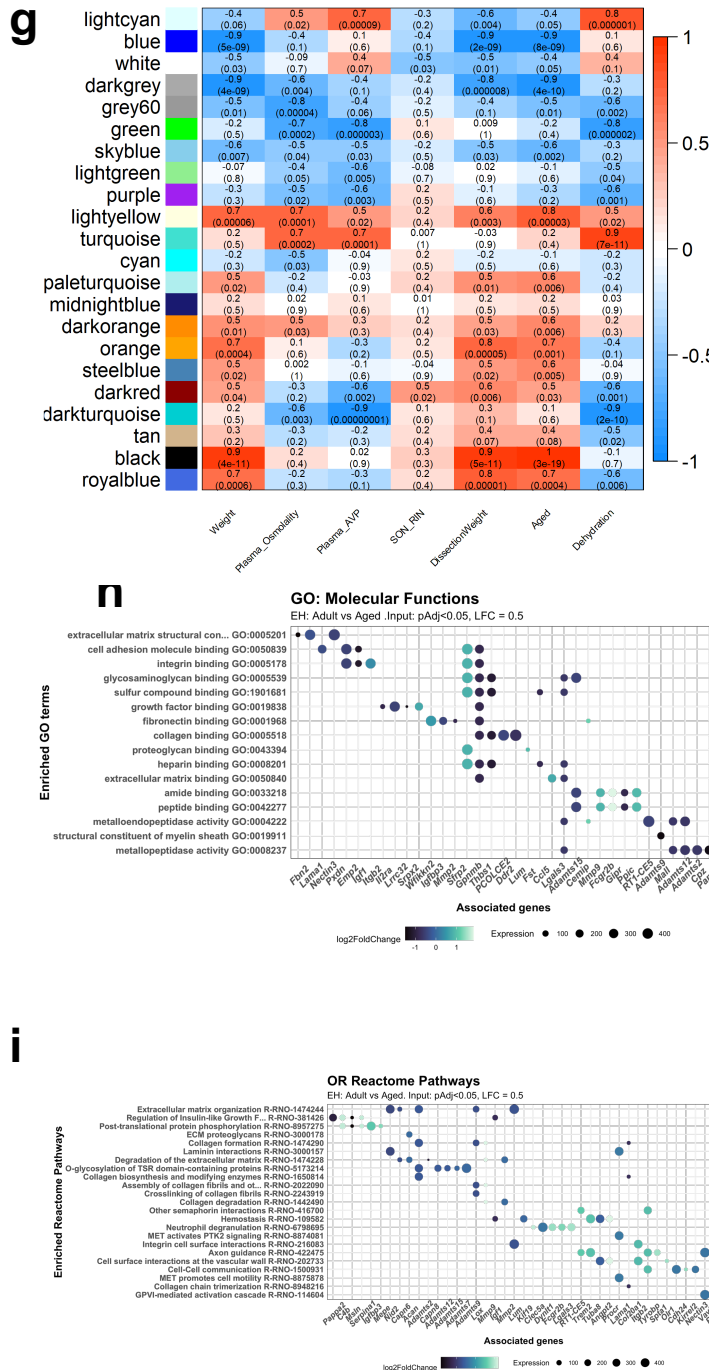

**Supplementary Figure 1.** Body weight was documented before and after DH and plasma osmolality and plasma AVP were measured (A). Analysis by two-way ANOVA with Tukey's post hoc test. A Grubbs' test identified a significant outlier for aged DH AVP with an Alpha = 0.05 which was removed (22.9 pg/ml). PCA plot illustrating the distinct differences between all four groups in this study (B). RT-qPCR validation of DEGs in ageing EH SON (comparing adult EH and aged EH) (C) and DH in SON of aged animals (comparing aged EH and aged DH) (D). Analysis by unpaired t-test. Spearman correlations comparing the RT-qPCR and RNAseq expression data from the ageing EH SON (comparing adult EH and aged EH) (E) and DH in SON of aged animals (comparing aged EH and aged DH) (F). WGCNA module-trait association matrix (G). Each row corresponds to a module labeled with a colour, and each column corresponds to a physiological trait. Dark red shows strong positive correlation whilst dark blue shows strong negative correlation. Dot plot showing GO ORA analysis of the MF terms (H) and Reactome pathway analysis (I) and their associated DEGs derived from the ageing DEGs. Values are means +/- SEM of n=5. \*p<0.05, \*\*p<0.01, \*\*\*P<0.001.

Supplementary Table 1 - Definitions of gene symbols

**Supplementary Table 2: qRT-PCR Primers used in the validation of the selected genes**

| Ensembl ID          | Gene    | Forward 5'-3'          | Reverse 5'-3'         |
|---------------------|---------|------------------------|-----------------------|
| ENSRNOG000000003778 | Opn3    | GTGAGCTCCACCCGGTTC     | TGTGTCGCAGCTGAGGTAAG  |
| ENSRNOG000000001152 | Glp1r   | GTTCCGCTGCTGTTTCGTTAT  | GCAAGCGTATGATGAGCCAA  |
| ENSRNOG000000017679 | Cckbr   | AACAAACCTGGTCCGTGCTA   | CCATAGGCCACCGCAATAAC  |
| ENSRNOG000000004124 | Grpr    | TGGCTGCAAACCTGATCCCCTT | CATTGGCCTGACGATGGCTTT |
| ENSRNOG000000049766 | Sctr    | TGCTCCTCGGATGGGGTTCT   | GACGGAAGCATTGGCGTTGA  |
| ENSRNOG000000023126 | Rxfp3   | GACAAGCTCCTGGGTTGGGA   | AGATGAAGCGCACGAGCAAC  |
| ENSRNOG000000048043 | F2r     | TGGATTCTGCGCTTTGACGC   | CCAGGGCTAGCATCCACCAA  |
| ENSRNOG000000007990 | Adipor2 | GCTGGGCATTGCAGCCATTAT  | TCAGACCCAAGCCCACGAAC  |
| ENSRNOG000000008129 | Pla2r1  | CCCCATAAGTGGAGCGCCTA   | CGTGGTGCCACTGACCTTTG  |
| ENSRNOG000000020444 | Hcn3    | CACTCGCCTCACTGACGGAT   | GTGGTCCACGCTGAGTGAGT  |
| ENSRNOG000000029682 | Clic1   | GAATTCGCCTCCACCTGTCCT  | ATTTGAGAGCCCTGGCCACTT |
| ENSRNOG000000011133 | Trpc4   | CAGATGTGGGATGGCGGACT   | GTCCCATGATTCCCCTGGGT  |
| ENSRNOG000000017198 | Hif3a   | GGGAGTGATCCACGACTGAA   | CTTCCGAGTTCTAGGCGTCA  |
| ENSRNOG000000026036 | Pdyn    | TGGATCGGCCATCCTATCAC   | GCAGATCTCAAAGCCTGTGG  |
| ENSRNOG000000006090 | Ucn     | GCACTCCTCTTGCTGTTAGC   | AAGGTGAGGTGCGATGGACAA |
| ENSRNOG000000021067 | Fxyd7   | CCAGGTCTGAGAGCCCAACA   | GATCCTACACACCGCCACCT  |
| ENSRNOG000000001130 | Nos1    | GCTGAAGGGCCTCTATGCTA   | CTCTCGGTAGCCACAGTACC  |
| ENSRNOG000000002607 | Sox9    | TCTGAGCTCATGCAAACACG   | TCCAAACAGGCAGGGAGATT  |

**Supplementary Table 3. RNA yield and integrity used for RNAseq**

| Animal ID | Condition | RIN scores | Total RNA yield (ng/ $\mu$ l) |
|-----------|-----------|------------|-------------------------------|
| A1        | Aged EH   | 8.8        | 7.1                           |
| A2        | Aged EH   | 8.4        | 7.6                           |
| A4        | Aged EH   | 8.8        | 7.9                           |
| A5        | Aged EH   | 8.5        | 9.5                           |
| A6        | Aged EH   | 8.5        | 10.9                          |
| B1        | Aged DH   | 8.7        | 11                            |
| B2        | Aged DH   | 8.7        | 8                             |
| B3        | Aged DH   | 8.7        | 9.6                           |
| B5        | Aged DH   | 8.4        | 12.4                          |
| B6        | Aged DH   | 8.7        | 14.1                          |
| C1        | Adult EH  | 8.6        | 8.8                           |
| C2        | Adult EH  | 8.6        | 10.1                          |
| C4        | Adult EH  | 8.6        | 8.7                           |
| C5        | Adult EH  | 8.6        | 8.3                           |
| C6        | Adult EH  | 8.6        | 8.6                           |
| D1        | Adult DH  | 8.6        | 11.1                          |
| D2        | Adult DH  | 8.6        | 10.8                          |
| D3        | Adult DH  | 8.5        | 12                            |
| D4        | Adult DH  | 8.5        | 9.4                           |
| D5        | Adult DH  | 8.4        | 10.4                          |

## **Supplementary Data Legends**

**Supplementary Data 1** Ageing and aged DH SON RNAseq datasets. Full datasets are presented alongside significant DEGs.

**Supplementary Data 2** Classification of ageing DEGs.

**Supplementary Data 3** GO (MF) terms and genes enriched in the ageing DEGs.

**Supplementary Data 4** Reactome terms and genes enriched in the ageing DEGs.

**Supplementary Data 5** KEGG terms and genes enriched in the ageing DEGs.

**Supplementary Data 6** Classification of aged DH DEGs.

**Supplementary Data 7** KEGG terms and genes enriched in the aged DH DEGs.

**Supplementary Data 8** Classification of common ageing and adult DH DEGs.

**Supplementary Data 9** KEGG terms and genes enriched in the common ageing and adult DH DEGs.

**Supplementary Data 10** Classification of common ageing and aged DH DEGs.

**Supplementary Data 11** Classification of common adult DH and aged DH DEGs.

**Supplementary Data 12** KEGG terms and genes enriched in the common adult DH and aged DH DEGs.

**Supplementary Data 13** Classification of unique adult DH DEGs.

**Supplementary Data 14** KEGG terms and genes enriched in the unique adult DH DEGs.

**Supplementary Data 15** Classification of unique aged DH DEGs.

**Supplementary Data 16** KEGG terms and genes enriched in the unique aged DH DEGs.

How the deposited data were processed for this re-analysis (not part of the article)

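The data were the authors' deposited tables of normalized counts for 20 libraries of poly(A) RNA from rat SON punches, 5 rats in each of 4 groups. There is 1 table for each of 3 comparisons, which are aged EH against adult EH, adult DH against adult EH and aged DH against aged EH. The authors trimmed reads, aligned them with STAR to the rat assembly Rn6 and counted them per gene with featureCounts. The versions of these tools are not given in the sources used here. The signal in each library's column is, as deposited by the authors, the read count divided by the library's DESeq2 size factor, estimated within each table. The log2 fold changes and their standard errors in the deposited tables were made by the authors with DESeq2 version 1.28.1 before deposit. The Wald score in the deposited tables is the authors' log2 fold change divided by its standard error. The p-value and adjusted p-value columns were computed by the authors with DESeq2, the latter with the Benjamini-Hochberg method, before deposit. These columns served only to compare calls and values, and the 2 mean columns of the ageing table, named for control and dehydrated rats, hold the means of the aged EH and adult EH rats, so means were computed from the libraries. All 30 per-sample columns were used.

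Values were taken as log2 of the normalized count plus 1. Genes with a mean of at least 10 over the libraries of a fit were tested with limma (version 3.58.1 in R 4.3.3) with empirical Bayes moderation that follows the mean. Tests were two-sided with Benjamini-Hochberg adjustment over all genes tested, an adjusted threshold of 0.05 and no LFC filter. The difference between the ages in the response to DH was tested over all 20 rats as aged DH less aged EH, less adult DH less adult EH, with each rat's value taken from the DH table of its age. Since the size factors are those of separate tables, a level set beside another from a different table carries that limit. For the adult DH table, where whole reads were recovered, edgeR 4.0.16 and DESeq2 1.42.0 were also run. In simulated data with 200 changed genes, limma recovered 93.5% in ageing (6 false calls of 193), 91.0% in adult DH (13 of 195), 91.0% in aged DH (10 of 192) and 87.5% for the difference between the ages (7 of 182). On the adult DH design edgeR recovered 91.0% (12 of 194) and DESeq2 89.5% (11 of 190). Every planted change was larger than the median absolute LFC of the real DEGs, which was 0.24 in adult DH and 0.35 in ageing. The spread was set to a typical value for genes of like mean. Recovery of smaller changes, or of smaller differences between the ages, was not measured.

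Gene families (collagen and laminin, lysosome, ER protein processing, aminoacyl-tRNA synthetase, ribosomal protein, oxidative phosphorylation, proteasome, tubulin and ECM receptor genes) were tested with limma camera at a preset correlation of 0.01, camera with an estimated correlation, and fry, in 38 tests. The mean log2 value per rat was compared by an exact permutation test, and the difference between the ages by 100000 permutations of residuals. Against the authors' scaling, the mean of a list less the mean of the other genes tested in the same rat was compared in the same way, a test added later. Lists of marker genes for neighbouring tissues, cell types, blood, the glucocorticoid response, the clock and the Y chromosome were tested in the same way in 100 tests. The comparisons, tests, thresholds, families and most alternatives were fixed before the data were examined, and alternatives and tests added later are named as such. The families follow terms that the paper reports as enriched in the same libraries, so their tests are not independent of it. Named genes are the 69 that the paper names, whose values in its figures had been seen, and the 5 highest and 5 lowest LFCs per comparison among DEGs with a mean of at least 50 and no overlap between groups. Members of a list may be named where the list is reported. Vgf is named because it had the lowest adjusted p for the difference between the ages, and was chosen after its values were seen.

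Replicate numbers are those of the labels. They do not pair rats across groups. Alternatives changed a single choice at a time, and each rat was left out in turn. Figures were drawn with matplotlib 3.10.9. Gene positions are not given, because the reference at hand is of another assembly. The WGCNA modules, qRT-PCR values and pathway databases were not analysed here.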

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

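The tests on scaling, RIN, the choice of genes, chance, splits of the rats, short abundant transcripts, blood and genes that follow Slc17a7 were chosen only after the result was seen.

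Single rats lay far from the other 4 of their group, by the ratio of the gap to the nearest rat to the whole range (critical value 0.71), in 19 of 260 groups, where chance gives about 1 in 20, or 13. In ageing these were aged EH replicate 4 for Col1a1 (0.755) and Atf4 (0.874), aged EH replicate 1 and adult EH replicate 1 for Slc9a3 (0.860 and 0.805), adult EH replicate 5 for Gipr (0.716), aged EH replicate 5 for Fos (0.793) and adult EH replicate 4 for the lysosome genes (0.810). In adult DH they were adult DH replicate 4 for Igfbp5 (0.711) and for the sum of the normalized counts (0.752), replicate 3 for Itgb2 (0.736) and Pbx3 (0.751) and replicate 2 for Slc17a7 (0.757). In the aged DH table they were aged EH replicate 4 for Oacyl (0.714), Atf4 (0.859) and the aminoacyl-tRNA synthetase genes (0.727), aged EH replicate 5 for Fos (0.789), aged DH replicate 1 for Plaur (0.759) and Grifin (0.801) and aged DH replicate 3 for Qdpr (0.722). A mislabelled rat is argued against, since in all 3 tables 30 of 30 rats lay nearer their own group. The number of such rats may be that of chance, at 19 groups.

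In aged EH replicate 5, the high Fos value may be part of a rise of immediate-early genes in that rat, since 8 of 8 other immediate-early genes (Fosb, Junb, Egr1, Egr2, Arc, Nr4a1, Ier2 and Npas4) were highest in it. In aged EH replicate 4, a stress response through Atf4 is a candidate explanation for the high Atf4 value, since 6 of 8 Atf4 target genes (Asns, Trib3, Chac1, Ddit3, Psat1, Sesn2, Atf5 and Ddit4) were highest in that rat. Handling of single rats was not tested.

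The response of oxidative phosphorylation genes to DH differed between the ages, with a mean log2 difference of 0.109, by a permutation of the rats' residuals that did not pass after adjustment over 9 families. RNA integrity as the whole cause is argued against by a fry p of 0.00293 with RIN in the fit. The authors' scaling is argued against, since relative to the mean of the other genes tested in the same rat, which no library factor changes, the difference was 0.118 (permutation p = 0.00409, not adjusted). A trend shared with other short abundant transcripts cannot be told apart, since ribosomal protein genes had a median difference of 0.115 and no table separates transcript length from function. Of 100 permutations of the rats' residuals, 1 gave a camera p at the preset correlation as low, the real one included. For the mean per rat (adjusted permutation p = 0.0612) and for camera with an estimated correlation (adjusted 0.0850) chance was not excluded. A difference due to age remains open as a hypothesis.

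Markers of pallial glutamatergic neurons differed between the ages in their response to DH, with a mean difference of -0.641 (17 genes; permutation p = 0.0373), which did not pass after adjustment (0.226). More neighbouring pallial tissue in the aged EH punches cannot be told apart, since the 7 markers that the paper names were all past the threshold in aged DH, so the list is in part chosen for the change and the other 10 are chosen against it. Those 10 had a median LFC of -0.117 in aged DH (7 of 10 lower; fry p of 0.227), which decides nothing. A neuronal tissue or state marked by Slc17a7 that varies between punches is a candidate explanation, since genes that follow Slc17a7 between adult rats (178 genes, r above 0.8) had a median LFC of -0.164 in aged DH, with 137 of 175 lower. The same genes had a median of 0.04 in ageing, and an effect of DH on such neurons in aged rats remains open and untested.

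Genes of mature oligodendrocytes differed between the ages, with a mean of 0.292 (16 of 16 higher) and of 0.264 for the 14 that the paper does not name. A different share of oligodendrocytes in the punches cannot be told apart from a changed response of these cells, because RNA from punches does not separate these. The permutation p of the difference was 0.0234 for the 16 genes and 0.0452 for the 14 (adjusted 0.226 for both). Bcas1 and Qdpr, which went opposite ways at the 2 ages, are called in both adult and aged DH by a narrow margin.

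Glucocorticoid-responsive genes rose less in aged DH than in adult DH, with a mean difference of -0.401 (0 of 20 higher; adjusted permutation p = 0.0305) and of -0.224 for the 11 that the paper does not name. The authors' scaling is argued against, since relative to the other genes of the same rat the difference over the 20 genes was -0.392 (permutation p = 0.00145, not adjusted). A weaker glucocorticoid response to DH in aged rats cannot be told apart from the choice of genes, because the 9 that the paper names were all past the threshold in adult DH and not in aged DH, so the list of 20 is in part chosen for the difference, and the other 11 (0 of 11 higher; permutation p = 0.0330, adjusted 0.226) are chosen against it. In adult DH the 11 genes had a median LFC of 0.279 (all 11 higher, 6 called, 9 adjusted over the list alone), outside the genes that the paper discusses, and relative to the other genes of the same rat their mean difference was 0.329 (exact permutation p = 0.00794, the smallest that 5 rats against 5 can give), so scaling is argued against here too. Plasma hormone was not analysed here, and stress at sampling remains open.

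Over the genes past the threshold at both ages, the response of aged DH rats differed by -0.0734 from that of adult DH rats in the log2 mean per gene. The choice of the genes on the rats compared is argued against, as simulated equal responses gave a median difference of 0.00839. A chance difference between rats cannot be told apart, since the permutation p with the spread of the EH rats included was 0.0539.

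Microglial genes that the paper does not name were higher in aged EH than in adult EH, with a median LFC of 0.213 (11 of 11 higher, 4 called, 5 adjusted over the list alone; fry adjusted 0.0462). The authors' scaling is argued against, since relative to the other genes of the same rat the mean difference was 0.237 (exact permutation p = 0.00794, the smallest possible). More blood in the aged EH punches cannot be told apart, since erythrocyte genes, at -0.143, had members that went both ways and say little on white cells. A larger share or another state of microglia with age remains open as a hypothesis.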

How the results depend on the processing

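TMM on the deposited values, the genes past the threshold for the mean effect over both ages and the tests of the response by RIN were chosen only after the result was seen. In each comparison, the number of DEGs stayed within 1.5 times its value under both pseudocounts, without a filter, with a minimum mean of 50 and with TMM. A minimum absolute LFC of 0.5 left 303 DEGs in ageing, 304 in adult DH and 218 in aged DH, by its construction. With RIN as a covariate, an alternative fixed in advance, there were 1005 DEGs in adult DH and 1135 in aged DH. Over the genes chosen in aged rats, the 2 adult DH rats at the RIN of the EH rats had a mean response of 0.294 (0.236 in the lower of them) and the 3 below that RIN 0.284, which argues against lower RNA integrity as the whole source of the response. Whether RNA integrity had a part in the calls lost with RIN cannot be told apart from DH itself, because all adult EH rats have 1 RIN and only 2 DH rats share it.

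With the replicate block there were 987 DEGs in adult DH, 653 in aged DH, 1 gene for the difference between the ages, 159 common DEGs of ageing and adult DH and 330 of adult and aged DH, and the camera p of oxidative phosphorylation genes in adult DH was 0.00110. The numbers do not pair rats (correlations from -0.083 to 0.162 over 13 pairs), and the block takes degrees of freedom from the test. With it the calls of Hspa5 in ageing, of Nid2, Pcdh12, Clic6, Pbx3, Mbd6, Bcas1, Qdpr and Avp in adult DH and of Camkv, Dct and Tnc in aged DH were lost, and those of Hcn3 and Trpc4 in ageing and Grifin in aged DH were gained. RIN as a covariate also lost those of Nid2, Pcdh12, Clic6, Itgb2, Pbx3, Bcas1, Avp and ENSRNOG00000052121 in adult DH. The cause was not tested further.

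The response size over common DEGs reversed to 0.0920 over the genes chosen in aged DH, which the choice on aged rats favours by construction (0.0656 to 0.0973 with simulated equal responses), and was -0.0310 over the genes for the mean effect, where the cause was not tested. With an estimated correlation, camera gave 0.0618 for ribosomal protein and 0.0715 for proteasome genes in adult DH, where the cause was not tested. Slc17a7, adult DH, reversed to -0.0865 with the replicate block and -0.17 with RIN, and Neurod6, adult DH, to -0.10 and -0.66, where the cause was not tested.

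Without each rat, DEGs numbered 594 to 906 in ageing and 678 to 1186 in aged DH, genes for the difference between the ages 0 to 5, and common DEGs 157 to 279 (ageing and adult DH) and 64 to 131 (ageing and aged DH). The response size in common DEGs was -0.0978 to -0.0491, and camera p was 0.0455 to 0.678 for ribosomal protein genes in aged DH and 0.0214 to 0.802 for oxidative phosphorylation genes in adult DH. LFCs ran from -0.0797 to 0.0247 for Scn9a and from -0.0755 to 0.24 for Fos in ageing, and from -0.21 to 0.59 for both Slc17a7 and Neurod6 in adult DH. The difference between the ages had 5 genes without aged EH replicate 6 and 1 without aged EH replicate 4, aged DH replicate 3, adult EH replicate 5 or adult DH replicate 1. The cause was not tested.

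Of 129 values of named genes, 87 were past the threshold, and 71 of these stayed so without any single rat. Over 1440 fits without a rat, 1323 kept direction and side of the threshold, 95 fell short of it, 14 passed it and 8 reversed. Count models and TMM on recovered reads were not run for ageing, aged DH, the difference between the ages or the overlaps, since whole reads were recovered only for adult DH. Depth limits calls for genes under a mean of 10, which were not tested, and the depth of the aged libraries is known only as sums of normalized counts.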

Differences from the paper's values

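The paper gives 384 common DEGs of ageing and adult DH, and here there were 254. Of 22 alternatives set before the data were examined, the value came within 1.5 times the paper's with a pseudocount of 10 (257) and without aged EH replicate 6 (279), and did not in the other 20. The paper gives 212 common DEGs of ageing and aged DH, and here there were 126, with 64 to 131 under the 22 alternatives, none of which came within 1.5 times. The paper gives 1 gene that rose in adult DH and fell in aged DH, and here there were 0 by limma. Of 26 alternatives only leaving out adult DH replicate 4 gave 1, and without aged EH replicate 6 there were 2.

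Mbd6 is this gene in the paper. It was called here in adult DH and not in aged DH, and in aged DH it passed without aged EH replicate 6. Grifin, which the paper lists with opposite directions, was called at neither age, but was called in adult DH by DESeq2 on the recovered reads and without adult EH replicate 4, and in aged DH with the replicate block and without aged EH replicate 1. The paper names Igfbp2 among the genes that fell in ageing and rose in adult DH. Here it had an LFC of -1.07 and -0.10, and Igf2bp2, which the figure names, had -1.03 and 0.87. The paper states that C3, Dct and Cdkl4 rose with DH in aged rats and fell in ageing, and that Tnc and C1ql4 fell with DH in adult rats and rose in ageing. Here C3 rose in ageing (1.31) and had -0.28 in aged DH, Dct had 0.81 and -0.75, Cdkl4 0.62 and -0.99, and Cdkl4 in ageing and C3 in aged DH were not past the threshold. Tnc had -0.70 in ageing and -0.13 in adult DH (limma adjusted p = 0.303, called under no setting run), and C1ql4, called in both, had -1.19 and -1.80. In aged DH these 2 genes had -0.27 and -1.09.

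Among the genes that the paper counts as changed, those not past the threshold here include Cdkl4 in ageing (0.128, called without aged EH replicate 5), C3 in aged DH (0.0745, called under no setting run), Igfbp2 in adult DH (0.235, called under no setting run), Pcdh12 in ageing (called with RIN and without aged EH replicate 1), P2rx4 in ageing (0.0668, called under no setting run), Hcn3 in ageing (called with the replicate block), Trpc4 in ageing (called with a minimum mean of 50, the replicate block, RIN, TMM, an alternative chosen after the values were seen, and without aged EH replicate 6) and Oxt in ageing (called with RIN and without aged EH replicate 1 or adult EH replicate 4).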

Other observations

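The tests of spread between aged rats, of RIN on the matrix genes, of the remaining part at equal spread and of equal responses, and the 100 splits, were chosen only after the result was seen, apart from that of the larger spread.

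Lower expression of ECM genes in aged EH may come from less leptomeningeal tissue in the punches. The test was on leptomeningeal genes that encode no matrix protein and that the paper does not name. They had a median LFC of -0.474 (15 of 15 lower, 4 called, 13 adjusted over the list alone). For these 15 genes, fry (adjusted 0.0706) and the exact permutation test on the mean per rat (adjusted 0.0661) fell short of the threshold. For the 21 with those that the paper names, both passed (adjusted 0.0475 and 0.0397). RIN has a mean of 8.6 in both groups, so as a covariate it can move no LFC between them. RNA integrity as the whole cause is argued against, since aged rats on both sides of the adult RIN lay below every adult rat in collagen and laminin genes, by a mean of -0.291 log2 from the adult mean in the 2 above it and -0.314 in the 3 below it. The 9 leptomeningeal matrix genes had a median of -0.61 (6 called, 7 adjusted over the list alone) and the 21 other genes -0.46 (9 called; 19). In DH their medians were 0.17 and 0.09 in adult and 0.01 and 0.01 in aged rats. Many of these genes are also expressed by other cells of the SON, and a loss of matrix expression with age remains open.

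Fewer DEGs in aged than in adult DH may come in part from a larger spread between aged rats, since the aged LFCs with the adult spread gave 1515 calls, against 1118 with their own and 1942 in adult DH over the same genes. The remaining 427 argue against the larger spread as the whole cause. With RIN as a covariate the order was reversed, with 1005 DEGs in adult DH and 1135 in aged DH. Calls at equal spread were counted without RIN only. Genes past the threshold in adult DH only exceed what equal responses give by chance, 843, whereas those in aged DH only were near the simulated 525.5, so equal responses could account for the latter. Genes in aged DH only numbered 532, but 270 without aged EH replicate 5, 277 without aged DH replicate 5, 333 without aged DH replicate 3, 323 with the replicate block and 742 with RIN. Those in adult DH only numbered 1347, 960 to 1533 without single rats, 657 with the replicate block and 612 with RIN. Equal responses were simulated for all 20 rats alone, without block or RIN, so both comparisons hold only there. The simulated noise was independent between genes, a limit.

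In 100 splits of the rats, the real split included, DEG counts as large were found in 1 for ageing, 1 for adult DH and 1 for aged DH, and common DEGs as numerous in 1, 1 and 1 for the 3 overlaps. Other splits gave at most 5 DEGs in a comparison, so they could share almost none. The overlap of 2 unrelated responses was not tested by them. For ageing the splits as large were 1 for collagen and laminin, 3 for lysosome and 1 for ECM receptor genes. For adult DH they were 1 for ER, 1 for aminoacyl-tRNA synthetase, 8 for ribosomal protein, 74 for oxidative phosphorylation, 6 for proteasome and 9 for tubulin genes, and for aged DH 3, 3, 93, 3, 1 and 2. For the difference between the ages they were 100 for the number of DEGs, 4 for the genes at an unadjusted p under 0.05, 9 for ribosomal protein, 1 for oxidative phosphorylation, 18 for proteasome, 94 for aminoacyl-tRNA synthetase and 62 for ER genes. For gene lists, as large means a camera p at the preset correlation as low. Apart from the overlaps, where fewer than 5 of 100 were as large, chance was excluded for that result taken alone, without adjustment over these results, and for the genes at an unadjusted p, with 1522, another split reached 1843.

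The other lists had these median LFCs in ageing, adult DH and aged DH: striatal neurons 0.10, 0.06 and 0.02; pallial neurons 0.04, -0.03 and -0.28; choroid plexus -0.22, -0.28 and -0.11; oligodendrocytes -0.31, -0.18 and 0.12; erythrocytes -0.14, -0.81 and -0.83; microglia 0.24, -0.09 and -0.04; endothelium -0.11, 0.04 and 0.09; mural cells -0.10, 0.13 and -0.10; astrocytes -0.04, -0.06 and 0.00; magnocellular neurones 0.10, 0.09 and 0.10; glucocorticoid response 0.26, 0.58 and 0.20; clock genes of the Arntl phase -0.06, 0.32 and 0.04 and of the Per and Dbp phase 0.14, -0.35 and -0.20; Y chromosome 0.01, -0.05 and -0.07. Xist, a marker of female tissue, is not listed in the tables.

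Vgf had the lowest adjusted p for the difference between the ages, at -0.74 (limma adjusted p = 0.103), and was chosen after its values were seen. It passed the threshold with the replicate block and without aged EH replicate 6, aged DH replicate 3 or adult DH replicate 1. Caprin2, Creb3l1, Giot1 and Slc12a1 had higher means in aged EH than in adult EH and similar means in DH at both ages, in tables normalized separately.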
